# Immunomodulatory Effects of Dietary Seaweeds in LPS Challenged Atlantic Salmon *Salmo salar* as Determined by Deep RNA Sequencing of the Head Kidney Transcriptome

**DOI:** 10.3389/fphys.2018.00625

**Published:** 2018-06-01

**Authors:** Arjan P. Palstra, Jeroen Kals, Ainhoa Blanco Garcia, Ron P. Dirks, Marnix Poelman

**Keywords:** Atlantic salmon *Salmo salar*, aquaculture, dietary seaweeds, immune response, RNAseq, head kidney transcriptome

## Abstract

Seaweeds may represent immuno-stimulants that could be used as health-promoting fish feed components. This study was performed to gain insights into the immunomodulatory effects of dietary seaweeds in Atlantic salmon. Specifically tested were 10% inclusion levels of *Laminaria digitata* (SW1) and a commercial blend of seaweeds (Oceanfeed^®^) (SW2) against a fishmeal based control diet (FMC). Differences between groups were assessed in growth, feed conversion ratio and blood parameters hematocrit and hemoglobin. After a LPS challenge of fish representing each of the three groups, RNAseq was performed on the head kidney as major immune organ to determine transcriptomic differences in response to the immune activation. Atlantic salmon fed with dietary seaweeds did not show major differences in performance in comparison with fishmeal fed fish. RNAseq resulted in ∼154 million reads which were mapped against a NCBI *Salmo salar* reference and against a *de novo* assembled *S. salar* reference for analyses of expression of immune genes and ontology of immune processes among the 87,600 cDNA contigs. The dietary seaweeds provoked a more efficient immune response which involved more efficient identification of the infection site, and processing and presentation of antigens. More specifically, chemotaxis and the chemokine-mediated signaling were improved and therewith the defense response to Gram-positive bacterium reduced. Specific *Laminaria digitata* effects included reduction of the interferon-gamma-mediated signaling. Highly upregulated and specific for this diet was the expression of *major histocompatibility complex class I-related gene protein*. The commercial blend of seaweeds caused more differential expression than *Laminaria digitata* and improved immune processes such as *receptor-mediated endocytosis* and *cell adhesion*, and increased the expression of genes involved in *response to lipopolysaccharide* and *inflammatory response*. Particularly, expression of many important immune receptors was up-regulated illustrating increased responsiveness. *NF-kappa-B inhibitor alpha* is an important gene that marked the difference between both seaweed diets as *Laminaria digitata* inhibits the expression for this cytokine while the blend of seaweeds stimulates it. It can be concluded that the inclusion of seaweeds such as *Laminaria digitata* can have important modulatory effects on the immune capacity of Atlantic salmon resulting in a more efficient immune response.

## Introduction

Seaweed additives in fish feed may have beneficial physiological effects without affecting growth performance negatively. Seaweeds may represent immuno-stimulants with anti-bacterial activity that could be used as health-promoting fish feed components thereby offering an alternative for the use of antibiotics (Bansemir et al., 2006). Although the total lipid content is generally low, seaweeds represent a good source of health promoting PUFAs as compared to other feed ingredients derived from plant and animal sources (Rajapakse and Kim, 2011). The increased immune capacity and improved disease resistance of fish by applying dietary seaweeds has been reviewed by Reverter et al. (2014) and reported by many papers ever since (e.g., Peixoto et al., 2016; Valente et al., 2016). Specifically, when we consider *Laminaria digitata* effects, several papers report on the beneficial immune effects of dietary Ergosan, which is based on *Laminaria digitata* and *Ascophyllum nodosum* extracts. These effects include the initial elevation in serum lysozyme and complement activity in seabass (*Dicentrarchus labrax*; Bagni et al., 2005) and the enhanced mucosal immune response in rainbow trout (*Oncorhynchus mykiss*; Sheikhzadeh et al., 2012). Oceanfeed^®^ effects include the increase of higher total fatty acid and LC n-3 PUFA concentrations in the flesh of farm raised Atlantic salmon (Wilke et al., 2015), but specific immune effects have not yet been reported.

Immunomodulatory effects are generally studied by subjecting experimental groups to injection with an immune system activator such as lipopolysaccharide (LPS) which mimics a bacterial infection (MacKenzie et al., 2004, 2008). In contrast to humans, fish are often resistant to the endotoxic shock caused by LPS (review by Swain et al., 2008). LPS is even applied in aquaculture as an immuno-stimulative tool to promote disease and stress resistance. LPS effects in salmonids may include the polyclonal proliferation of lymphocytes, respiratory burst, phagocytic activity of macrophages, effect modification of other immune agents, increased cytokine expression and interferon induction (reviewed by Salinas et al., 2004). The endotoxic shock is absent because LPS fails to induce antiviral genes downstream of the Toll-like receptor 4 (Iliev et al., 2005).

High-throughput transcriptome sequencing (RNAseq) represents an efficacious first-step methodology to map the most important pathways in a physiological response (Palstra et al., 2013; Rurangwa et al., 2015) including the impact of nutrition on the immune system of fish (Martin and Król, 2017). Transcript mapping, expression profiling and gene ontology of immune genes in the head kidney as the most involved organ in the innate and adaptive immune response of fish (Kaattari and Irwin, 1985) should reveal the major pathways and any significant immunomodulation by experimental factors.

This study was performed to gain insights into the immunomodulatory effects of dietary seaweeds in Atlantic salmon. Specifically tested were 10% inclusion levels of *Laminaria digitata* (SW1) and a commercial blend of seaweeds (Oceanfeed^®^) (SW2) against a fishmeal based control diet (FMC). Differences between groups were assessed in growth, feed conversion ratio (FCR) and blood parameters hematocrit (Hct) and hemoglobin (Hb). After a LPS challenge in fish representing each of the three groups, RNAseq was performed on head kidney tissue of individual fish to determine transcriptomic differences in response to the immune activation, to our knowledge for the first time in fish in this context.

## Materials and Methods

### Ethics Statement

The experimental protocols complied with the current laws of the Netherlands and were approved by the animal experimental committee (DEC nr. 2013113).

### Experimental Diets

*Laminaria digitata* was made available by North Seaweed (Kapelle, Netherlands) and Oceanfeed was purchased from Ocean Harvest Technology (Milltown, Ireland). Two experimental diets were tested: a diet with 10% *Laminaria digitata* (SW1) and a diet with 10% of a commercial blend of seaweeds (Oceanfeed^®^) against a control diet based on fishmeal (FMC). In this study, seaweed is tested as an organic supplement for fish feed which, following EFSA, requires a control group that does not include the additive and a treatment group dosed at use-level with the additive. *Laminaria* consisted of crude protein 11.1%, ether extract 1.1%, crude fiber 5.6%, and ash 36.4%. For Oceanfeed these values were: crude protein 10.9%, ether extract 0.98%, crude fiber 8.8%, and ash 49.3%. The diets were prepared using extrusion in cooperation with Research Diet Services (RDS, Wijk bij Duurstede, Netherlands). Diets FMC, SW1 and SW2 were isonitrogenous, isoenergetic, equal in amino acid composition, calcium and phosphates levels (**Tables 1–3**).

**Table 1:** Experimental set-up and recipes.

Recipes	Dietary treatment		
	FMC	SW1	SW2
**Basal ingredients (%)**			
Fishmeal^a^	30.600	30.600	30.600
Wheat gluten^b^	15.058	15.058	15.058
Wheat flour^c^	17.368	13.500	13.500
Fishoil^d^	13.500	13.319	13.319
Monocalcium phosphate^e^	3.071	3.071	3.071
Sonac hemoglobin 92P^f^	2.841	2.841	2.841
CPSP-G^g^	2.700	2.700	2.700
Amino acid mix salmon^1^	2.536	2.536	2.536
Premix salmon^2^	2.025	2.025	2.025
Linseed oil^h^	1.629	1.629	1.629
Soya lecithine^i^	0.999	0.999	0.999
Lime^j^	0.901	0.901	0.901
Soya oil^k^	0.470	0.470	0.470
Cholesterol^l^	0.297	0.297	0.297
Carophyll Pink^m^	0.054	0.054	0.054
	**90%**	**90%**	**90%**
**Test ingredients (%)**		
Wheat gluten^b^	0.212	0.000	0.000
Wheat flour^c^	3.868	0.000	0.000
CMC^n^	0.690	0.000	0.000
Diamol^m^	4.473	0.000	0.000
Soy protein concentrate^o^	0.515	0.000	0.000
Corn gluten meal^p^	0.242	0.000	0.000
Semolina^q^	0.001	0.000	0.000
Laminaria digitata^r^	0.000	10.000	0.000
Ocean feed^s^	0	0.000	10.000
	**10%**	**10%**	**10%**
Check	100	100	100

*^*a*^Danish LT fishmeal. Type LT (Triple Nine Fish Protein Esbjerg, Denmark), ^*b*^Wheat gluten, Gluvital 21000 Cargill, Netherlands, ^*c*^Wheat flour, ^*c*^Wheatflour (Meneba Weert, Netherlands), ^*d*^Coppens International, Netherlands, ^*e*^Tessenderlo Chemie, Belgium, ^*f*^Hemoglobin powder (Sonac, Bad Bramstedt, D), ^*g*^Sopropeche Boulogne sur Mer, ^*h*^Linagro, Lichtervelde, Belgium, ^*i*^Nutripur G Cargill, Hamburg, Germany, ^*j*^Inducal 250 van Sibelco/Ankerpoort, Maastricht, ^*k*^Soya oil refined, (Smilde foods, Heerenveen), ^*l*^Cholesterol SF van Dishman Netherlands B.V., Veenendaal, ^*m*^CAROPHYLL PINK, F. Hoffmann-La Roche Ltd., ^*n*^Carboxy methyl cellulose, ^*f*^Damolin A/S, Hamburg, ^0^Soycomil ADM Eurpoort B.V., Netherlands, ^*p*^Cargill, Sas van Gent, Netherlands, ^*q*^Fa Gebr van Eck, Wijk bij Duurstede, Netherlands, ^*r*^North SeaWeed, Netherlands, ^*s*^Ocean Harvest, Ireland. ^*1*^Amino acid mix: lysine 5 g kg^-*1*^, threonine 2 g kg^-*1*^, methionine 3 g kg^-*1*^, arginine 5 g kg^-*1*^, histidine 5 g.kg^-*1*^. ^*2*^Premix: vitamins (mg or IU kg^-*1*^ diet): vitamin A (retinyl acetate), 15000 IU; D3 (cholecalciferol), 3000 IU; K3 (menadione), 8 mg; B_*12*_ (cyanocobalamin), 0.10 mg; B1 (thiamine), 10 mg; B2 (riboflavin), 15 mg; B6 (pyridoxine hydrochloride), 15 mg; folic acid, 10 mg; biotin, 0.5 mg; inositol, 600 mg; niacin, 50 mg; pantothenic acid, 50 mg, choline chloride, 2000 mg; vitamin C, 300 mg; vitamin E, 500 mg; minerals (g or mg kg^-*1*^ diet): Mn (manganese sulfate), 30 mg; I (potassium iodide), 5 mg; Cu (copper sulfate), 5 mg; Co (cobalt sulfate), 2 mg; Cr (chromium sulfate), 1 mg; Mg (magnesium sulfate), 300 mg; K (potassium chloride), 2600 mg; Zn (zinc sulfate), 100 mg; Se (sodium selenite), 1 mg; Fe (iron sulfate), 60 mg. BHT (E300-321), 100 mg; calcium propionate, 1000 mg.*

**Table 2:** Calculated and analyzed proximate composition of diets.

Code	Unit	FMC	SW1	SW2
**Calculated (macro) nutritional composition**		
DM	(g.kg^-1^)	911	912	909
Ash	(g.kg^-1^)	128	121	134
CP	(g.kg^-1^)	434	435	434
EE	(g.kg^-1^)	213	213	212
CF	(g.kg^-1^)	8.5	6.9	10.1
NFE	(g.kg^-1^)	126	136	117
P	(g.kg^-1^)	14.1	14.0	14.0
Ca	(g.kg^-1^)	16.6	16.6	16.6
GE	(MJ.kg^-1^)	21.1	21.2	20.9
CP/GE	–	20.6	20.5	20.8
DM	(g.kg^-1^)	926	947	965
Ash	(g.kg^-1^)	136	126	139
CP	(g.kg^-1^)	469	467	469
EE	(g.kg^-1^)	134	126	118
CF	(g.kg^-1^)	3	6	6
NFE	(g.kg^-1^)	184	223	232
GE	(MJ.kg^-1^)	16.7	16.4	16.2
CP/GE	–	28.0	28.4	29.0

**Table 3:** Calculated amino acid composition.

Code	Unit	FMC	SW1	SW2
**Calculated amino acids**		
Lysine^a^	g.kg^-1^	29.4	29.7	29.3
Methionine^a^	g.kg^-1^	12.8	12.8	12.7
Cysteine^b^	g.kg^-1^	5.4	5.3	5.4
Threonine^a^	g.kg^-1^	16.9	17.1	17.0
Tryptophan^a^	g.kg^-1^	4.3	4.2	4.3
Isoleucine^a^	g.kg^-1^	15.3	15.5	15.3
Arginine^a^	g.kg^-1^	27.0	32.9	32.9
Phenylalanine^a^	g.kg^-1^	28.4	27.0	26.9
Histidine^a^	g.kg^-1^	17.4	17.4	17.2
Leucine^a^	g.kg^-1^	30.8	30.9	30.5
Tyrosine^b^	g.kg^-1^	12.5	12.7	12.5
Valine^a^	g.kg^-1^	19.8	20.1	19.8
Alanine	g.kg^-1^	21.3	22.2	24.9
Asparagine	g.kg^-1^	30.6	30.9	30.8
Glutamate	g.kg^-1^	80.4	79.0	80.4
Glycine	g.kg^-1^	22.4	22.6	22.4
Proline	g.kg^-1^	28.3	28.0	27.9
Serine	g.kg^-1^	17.6	17.5	17.6

*^*a*^Essential, ^*b*^conditionally essential.*

### Experimental Animals and Procedures

Atlantic salmon (378 ± 57 g) were purchased as juveniles from Meridian Salmon (Furnace, United Kingdom) and transported by Solway (Dumfriesshire, United Kingdom) to the experimental aquaculture facilities of Wageningen Marine Research (WMR) in Yerseke (Netherlands). Fish were accommodated in nine tanks (800 l each) which were integrated in a single recirculation system. The experiment consisted of a 15-day acclimatization followed by a 42-day experimental period. Diets were tested in triplicate with 20 fish per tank, adding up to 180 fish in total.

Fish were fed using feeding belts and feeding level was restricted. Tanks were checked frequently to verify if all feed was consumed. Dry matter content of diets was analyzed at the start of the experiment to be able to determine equal feeding levels on dry matter for all diets. Proximate compositions were analyzed by Nutrilab B.V. (Rijswijk, Netherlands).

Husbandry conditions during the experimental period were: photoperiod 16L:8D, temperature 13.8 ± 1.6°C, oxygen 8.0 ± 0.5 mg.l^-1^, pH 7.51 ± 0.04, TAN (total ammonia nitrogen) 0.05 ± 0.09 mg.l^-1^, NO_2_^-^, 0.07 ± 0.05 mg.l^-1^, salinity 25–30 ppt and flow 39.5 ± 2.3 l.min^-1^, which stayed within pre-set limits. Temperature and oxygen were measured daily. Flow, pH, TAN, NO_2_^-^ were measured weekly.

At the start and at the end of the experimental period all fish per tank (*N* = 20) were anesthetized using phenoxy ethanol (2 ml l^-1^) and weighed. Fish were not fed 1 day prior to weighing. *N* = 18 fish at the start and *N* = 10 fish per tank at the end of the experiment were sampled for blood to determine Hct and Hb. Blood was obtained by caudal venous puncture, using a heparinized syringe (0.6 mm/60 mm needle). The samples were transferred to Eppendorf tubes, stored on ice and processed within 15 min. Hct was determined by centrifuging blood samples for 5 min at 11,000 rpm (SpinCrit micro hematocrit centrifuge, Indianapolis, IN, United States). Hb content was determined using the method described by van Kampen and Zijlstra (1961).

At the end, *N* = 1 fish per tank (or *N* = 3 fish per diet) were subjected to a LPS challenge (LPSs from *Escherichia coli*; 6 mg.kg^-1^ in 0.2 ml physiological salt solution injected intraperitoneally) and between 68 and 70 h after injection, fish were sacrificed and dissected for head kidney tissue that was stored in RNAlater (Ambion). Sham injections were not applied as their effects would be filtered out by the comparisons that were made in our experimental design, e.g., comparing each of the experimental groups vs. the control. The potential effect of the intraperitoneal injection itself was not expected to be any different between the individuals of the three experimental groups, and certainly not for sequencing RNA expression in the head kidney.

### Growth

From the individual weight data, average body weight at the start (BW_0_) and at the end (BW_t_) was calculated per tank as experimental unit. Feed intake (FI) and FCR were calculated as well as growth rates in %.day^-1^ and g.kg^-0.8^.day^-1^. The specific growth rate (SGR) and growth expressed in metabolic body weight (GMBW) during the growth period were calculated with the formulas:

(1) $$\begin{array}{c} \mathrm{SGR}\;=\;(\mathrm{LN}({\mathrm{BW}}_{t})\;–\;\mathrm{LN}({\mathrm{BW}}_{0}))/(t)*100, \end{array}$$

with t as the duration of the growth period and LN the natural logarithm,

and

(2) $$\begin{array}{c} \mathrm{GMBW}\;=\;({\mathrm{BW}}_{t}\;–\;{\mathrm{BW}}_{0})/({\left({BWt*BW}_{0}\right)}^{0.5}{/1000}^{0.8})/t \end{array}$$

### Statistics of Growth and Blood Data

Data were analyzed using ANOVA to test for diet effects. Homogeneity of variance was tested using Levene’s test. When necessary, data were transformed or tested using the Kruskal–Wallis test. For all tests a probability *p* < 0.05 was considered significant. When significant, depending on the hypothesis; equal, higher- or lower, mean values were compared using the one sided or two sided Fisher’s LSD multiple comparisons *post hoc* test.

### RNAseq

RNA was isolated from homogenized head kidney samples (TissueRuptor, Qiagen, Venlo, Netherlands) of the three individual fish per diet using the miRNAeasy mini kit (Qiagen). RNA concentrations were between 158 and 1,200 ng μl^-1^ and RIN values ∼10. Illumina multiplexed RNAseq libraries were prepared from 2 μg total RNA using the Illumina TruSeq RNA Sample Prep Kit v2 according to the manufacturer’s instructions (Illumina Inc.). All nine RNAseq libraries (3 individual fish × 3 diets = 9 samples) were sequenced on an Illumina HiSeq 2500 sequencer as 1 × 50 nucleotides paired-end (PE50) reads according to the manufacturer’s protocol. Image analysis and base calling were done by the Illumina pipeline. A total of ∼154 million single-read 1 × 50 nt reads (∼8 Gb data) were derived from all nine RNAseq libraries. Two strategies were used for quantitative analysis of the head kidney RNAseq data sets: referred to as mapping reads against NCBI *Salmo salar* reference (strategy 1) and mapping reads against *de novo* assembled *Salmo salar* reference (strategy 2). Strategy 1 was more appropriate for salmon and particularly performed for analyses on gene level while strategy 2 was performed for more extensive and comprehensive data analyses on biological process level and detection of new immune salmon genes.

### Mapping Reads Against NCBI *Salmo salar* Reference

In strategy 1, reads were aligned to 48,223 *Salmo salar* cDNA sequences (downloaded from NCBI) using TopHat (version 2.0.5) (Trapnell et al., 2009) and about 15% of the RNAseq reads could be mapped. Reference alignment was done and the resulting files were filtered using SAMtools (version 0.1.18) (Li et al., 2009) to exclude secondary alignment of reads. For statistical comparison of gene expression levels between groups, aligned fragments per predicted gene were counted from SAM alignment files using the Python package HTSeq (version 0.5.3p9) (Anders et al., 2014). In order to make comparisons across samples possible, these fragment counts were corrected for the total amount of sequencing performed for each sample. As a correction scaling factor, we employed library size estimates determined using the R/Bioconductor (release 2.11) package DESeq (Anders and Huber, 2010). Read counts were normalized by dividing the raw counts obtained from HTSeq by its scale factor. Correction for false positives is included in the statistical analysis of gene expression through DESeq.

### Mapping Reads Against *de Novo* Assembled *Salmo salar* Reference

In strategy 2, CLC bio’s *de novo* assembler was used to generate cDNA contigs from the total of ∼154 million reads. This resulted in 87,600 cDNA contigs corresponding to mRNAs that were expressed in the head kidneys and ranging in size from 200 to 14,086 nt. The *de novo* cDNA contigs were annotated to known genes via custom BLAST searches against four reference databases: (a) a UNIPROT protein database (36.3% hits), (b) a Teleost Refseq mRNA database (26.5% hits), (c) a Teleost “all mRNA” database (80.1% hits) and (d) the *Danio rerio* Zv9 genome (6.3% hits). RNAseq reads from the nine individual samples were then aligned to this *de novo* assembled cDNA reference database. About 60% of the RNAseq reads could be mapped against the *de novo* assembled reference database. Statistical comparison between groups of fish SW1 vs. FMC and SW2 vs. FMC was done using HTseq and DESeq as described above under “strategy 1.” The set of differentially expressed contigs at *P* < 0.01 was cleaned by removing undefined mRNA sequences: 792 *Oncorhynchus mykiss* sequences; 40 *Plecoglossus altivelis* sequences; 10 *Ictalurus punctatus* sequences; 202 *Salmo salar* Sasaskin sequences; 11 *Gadus morhua* strain sequences; 5 *Fundulus grandis* transcripts; 2 *Anoplopoma fimbria* sequences; 2 *Scophthalmus maximus* sequences, and 391 blanks.

### Gene Ontology

From the cleaned set of differentially expressed contigs at *P* < 0.01 of strategy 2, contigs were selected that were associated with genes with apparent immune response function as determined by manually scanning gene ontology (GO) with Uniprot, QuickGO, Genecards, NCBI, Wikigene, and Wikipedia. These genes were identified in Uniprot and complete GO annotation on biological process level was analyzed in QuickGO. GO terms that reflected apparent immune response processes were collected per comparison SW1 vs. FMC and SW2 vs. FMC. GO differences were analyzed and significant differences identified applying Mann–Whitney *U* tests.

### Availability of Data and Material

The datasets (raw RNAseq reads) supporting the conclusions of this article are available in the NCBI GEO repository, accession numbers GSM2705950–GSM2705958^1^.

## Results

### Growth and Blood

Average feed intake was 5.97–5.98 g.dm.fish^-1^.d^-1^ and similar for all treatments (**Figure 1A**). Feed conversion on dry matter basis (FCRdm) between diets tended to differ but not significantly (*P* = 0.075; **Figure 1B**).

**FIGURE 1:**
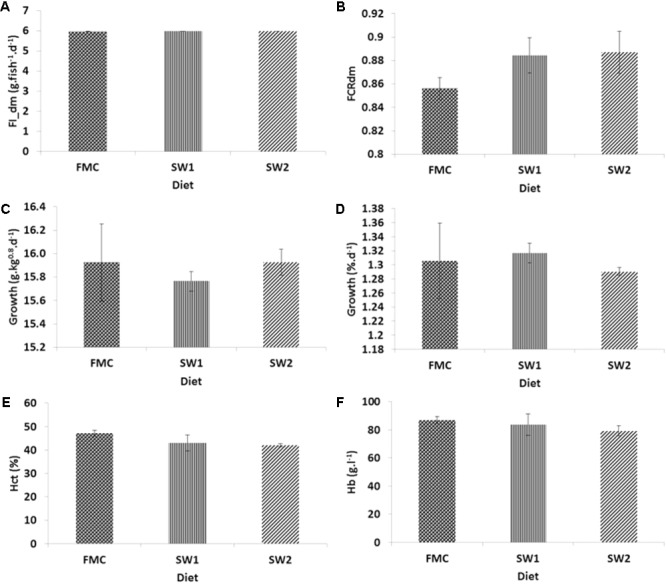
Atlantic salmon performance when fed with the FMC, SW1 and SW2 diets. **(A)** Feed intake in g.fish^-1^.d^-1^ on dry matter basis. **(B)** Feed conversion ratio (FCR) on dry matter basis. **(C)** Growth in metabolic body weight (g.kg^0.8^.d^-1^). **(D)** Specific growth rate (%.d^-1^). **(E)** Hct in %. **(F)** Hemoglobin (g.l^-1^). Fish fed with seaweed diets tended to have higher FCRdm values (*P* = 0.075) and less individual variation in growth.

No differences in growth performance were detected between FMC, SW1, and SW2 fish (**Figures 1C,D**). Interestingly, fish fed with seaweed diets showed much less individual variation in growth performance than the fish fed the FMC control diet.

Fish fed FMC had average hematocrit (Hct) and hemoglobin (Hb) levels of 28.9 ± 9.9% and 62.9 ± 18.5 g.l^-1^, respectively, at the start of the experiment. Start values of both Hct and Hb were lower than values at the end of the experiment (*P* < 0.05), yet Hct and Hb did not differ between treatments at the end (*P* > 0.05) (**Figures 1E,F**).

### RNAseq Differential Expression After Mapping Reads Against NCBI *Salmo salar* Reference

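Head kidneys, the main blood-forming and immune tissue of fish, were sampled from 9 Atlantic salmon, 3 per diet and 1 per tank. The fish had been fed for 42 days with the fishmeal control diet (FMC), with a diet holding 10% Laminaria digitata (SW1) or with a diet holding 10% of the Oceanfeed blend (SW2). All 9 fish had been injected with lipopolysaccharide (LPS) of Escherichia coli at 6 mg per kg and were sampled 68 to 70 h later, so the comparisons are between diets in challenged fish. The authors aligned the reads of each fish to 48223 S. salar cDNA sequences with TopHat and counted reads per sequence (contig) with HTSeq, and their deposited tables give the counts per fish beside fold changes and p-values from DESeq. The counts summed to 3017111, 2158027 and 2292421 in the FMC fish, 3203677, 2294055 and 2948043 in the SW1 fish and 2808447, 2365570 and 2443069 in the SW2 fish. From these counts, libraries were scaled by TMM and contigs with at least 10 counts over the 6 fish of a comparison were tested with edgeR's quasi-likelihood test, 22854 contigs for SW1 vs. FMC and 22605 for SW2 vs. FMC, with Benjamini-Hochberg adjustment over these contigs. Expression is given as CPM, the counts of a contig relative to the TMM-scaled library total, and log2 fold changes with their standard error (SE). Lists of contigs were tested as groups with camera at a preset correlation between contigs of 0.01, and again with an estimated correlation. Alleles of 1 MHC gene are separate contigs in this reference, so the reads of a fish can fall on different contigs of a gene depending on the alleles it carries, and near-identical alleles can share reads. FMC fish 2 and SW1 fish 1 stood apart from the other 7 fish on the first principal component, which held 29.1% of the variance (coordinates 0.638 and 0.558, against -0.318 to -0.012).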

The comparison SW1 vs. FMC yielded 28,312 expressed contigs associated with *S. salar* genes: 59% of the NCBI sequences. 144 of these contigs were differentially expressed: 74 up-regulated (51%) and 70 down-regulated (49%). 

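Contigs of MHC class I, the molecules that present antigens from inside the cell, were lower as a list in SW1 vs. FMC (adjusted p = 0.00712 from camera, adjusted p = 0.597 with an estimated correlation). Over the 17 members with at least 10 counts in 3 fish, the median log2 fold change was -0.83. Over all 34 members the median was -0.60 and the mean -0.365, with 6 higher and 7 lower at an unadjusted p under 0.05. Contigs of T cells and cytotoxic cells were higher as a list, with 15 of 20 members above 0 and a median of 0.46 (adjusted p = 0.00712 from camera, adjusted p = 0.804 with an estimated correlation). The T cell call was lost over the 9 members with at least 10 counts in 3 fish, whose median was 0.21 (adjusted p = 0.321 from camera). Contigs of red blood cells were lower as a list, with 23 of 27 below 0 and a median of -1.10 (adjusted p = 0.0299 from camera, adjusted p = 0.903 with an estimated correlation). A contig of beta-2-microglobulin, the light chain of MHC class I, had counts of 28, 30 and 19 in the FMC fish, 0, 1 and 1 in the SW1 fish and 0, 30 and 0 in the SW2 fish, and another contig of the same protein lay higher in all 3 SW1 fish than in all 3 FMC fish, at 48.8 ± 11.6 CPM against 23.2 ± 5.94 CPM (SD, n = 3 each). The log2 fold change of the latter in SW1 vs. FMC was 1.05 (SE 0.323). CD28, the co-stimulatory receptor of T cells, had a log2 fold change of 0.78 (SE 0.335). Hemoglobin contigs moved both ways, with a log2 fold change of -4.88 (SE 0.924) for 1 contig of the beta chain and of 5.16 (SE 1.21) for another. Hemoglobin took 1.24% of the counts in FMC fish 2 and 0.405% in SW1 fish 1, against 0.0714 to 0.198% in the other 7 fish. Over all 22854 contigs, 0 passed an adjusted p under 0.05 in edgeR, where the unadjusted p was under 0.05 for 413 contigs (241 higher, 172 lower). These 413 are fewer than the share of 0.05 expected with no change. DESeq2 called 32 contigs (16 higher, 16 lower), limma on log2 values called 5 and limma voom with quality weights 3. When adjusted over the list alone, 1 MHC class I contig was higher and 4 were lower, 0 of the T cell list and 1 higher and 1 lower of the red blood cell list; 17 of the 57 MHC class I contigs of the reference were named by the study on these fish. The MHC class I call was lost without FMC fish 2 (adjusted p = 0.0994). The T cell call was lost without FMC fish 1 (adjusted p = 0.106), without FMC fish 3 (adjusted p = 0.162), without SW1 fish 1 (adjusted p = 0.345) and without SW1 fish 2 (adjusted p = 0.0574), and the red blood cell call without FMC fish 2 (turned, adjusted p = 0.205) and without SW1 fish 3 (adjusted p = 0.744).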

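MHC class I alleles, variants of the molecules that show antigens to cytotoxic T cells, were read in some fish and not in others of the same diet. The UBA*0901 allele had counts of 0, 0 and 1 in the FMC fish, 529, 0 and 0 in the SW1 fish and 0, 0 and 0 in the SW2 fish, and UBA*0902 had 32 counts in SW1 fish 1 and 0 in the other 8 fish. UBA*4001 was read in all 9 fish, with counts of 436, 139 and 101 in the FMC fish, 5604, 68 and 112 in the SW1 fish and 254, 76 and 45 in the SW2 fish. UBA*0701 had counts of 519, 2 and 700 in the FMC fish, 1, 0 and 1 in the SW1 fish and 449, 1114 and 0 in the SW2 fish. UBA*0501 had counts of 139, 10 and 0 in the FMC fish, 0, 2 and 18 in the SW1 fish and 120, 26 and 13 in the SW2 fish. The class I contig named BOLA after its bovine match was read in every fish, at 94.3 ± 48.9 CPM in SW1 and 606 ± 221 CPM in FMC (SD, n = 3 each), with the 3 SW1 fish below the 3 FMC fish. This is a log2 fold change of -2.71 (SE 0.486), with an adjusted p of 0.478 over all contigs from edgeR and of 0.00533 when adjusted over the list alone. Of the 5 SW1-specific contigs of Table 4 that were higher, 3 had over 3 counts in only 1 SW1 fish, and the SW1 and FMC fish were fully apart in 1. Of the 4 that were lower, the groups were fully apart in 2. For 3 fish against 3, chance gives 10% in contigs that were not picked by their values. The study picked these contigs on the same fish, so a higher share is no evidence of an effect of the diet.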

Twenty contigs were considered as direct immune response genes of which nine genes (five up-regulated, four down-regulated) were specific for SW1 vs. FMC (**Table 4**).

**Table 4:** Differentially expressed immune response genes.

Specific for SW1	fc	
MHC class I (UBA) mRNA, UBA^∗^0901 allele	362	
T-cell receptor alpha chain V region 2B4 precursor putative mRNA	7.19	
MHC class I antigen (UBA) mRNA, UBA^∗^4001 allele	6.61	
Macrophage migration inhibitory factor putative mRNA	Inf	
MHC class I antigen (Sasa-UBA) mRNA, Sasa-UBA^∗^0902 allele	Inf	
BOLA class I histocompatibility antigen, alpha chain BL3-7 precursor putative mRNA	0.154	
MHC class I (UBA) mRNA, UBA^∗^0501 allele	0.131	
MHC class I mRNA	0.0467	
MHC class I (UBA) mRNA, UBA^∗^0701 allele	0.00130	

**Specific for SW2**	**fc**	

MHC class I antigen (Sasa-UBA) mRNA, Sasa-UBA^∗^3701 allele	288	
H-2 class II histocompatibility antigen gamma chain putative mRNA	137	
MHC class II antigen alpha chain (Sasa-DAA) mRNA	39.7	
MHC class II alpha mRNA	18.6	
Tumor necrosis factor receptor superfamily member 11B precursor putative mRNA	4.14	
CD209 antigen-like protein E putative mRNA	3.21	
Ig kappa chain V-IV region Len putative mRNA	2.86	
partial mRNA for MHC class II antigen beta chain (DAB gene)	Inf	
MHC class I antigen (Sasa-UBA) mRNA, Sasa-UBA^∗^1402 allele	Inf	
Class I histocompatibility antigen, F10 alpha chain precursor putative mRNA	0.254	
MHC class I (UBA) mRNA, UBA^∗^0501 allele	0.131	
MHC class I antigen (Sasa-UBA) mRNA, Sasa-UBA^∗^3501 allele	0.125	
Proliferating cell nuclear antigen putative mRNA	0.113	
MHC class I (UBA) mRNA, UBA^∗^1501 allele	0.00567	
Anamorsin putative mRNA	0	

**Common SW1-SW2**	**SW1 (fc)**	**SW2 (fc)**

MHC class II antigen beta chain (DAB gene)	309	171
MHC-Sasa class II (clone c144)	54.7	7.76
MHC class I (UBA) mRNA, UBA^∗^0201 allele	36.8	35.0
MHC class I antigen (Sasa-UBA) mRNA	Inf	Inf
MHC class I antigen (Sasa-UBA) mRNA, Sasa-UBA^∗^0202 allele	Inf	Inf
MHC class II antigen alpha chain (Sasa-DAA) mRNA	Inf	Inf
HLA class II histocompatibility antigen, DQW1.1 beta chain precursor putative mRNA	Inf	Inf
CD209 antigen-like protein E putative mRNA	Inf	Inf
MHC class I (UBA) mRNA, UBA^∗^1401 allele	0.350	0.351
MHC-Sasa class II B (clone c22)	0.276	0.003
MHC class I antigen (Sasa-UBA) mRNA, Sasa-UBA^∗^3901 allele	0.00349	0

*Differentially expressed immune response genes at *P* < 0.05, specific for the comparison SW1 vs. FMC, SW2 vs. FMC and those in common as a result of strategy 1; Mapping reads against NCBI *Salmo salar* reference. Expression is given by fold change (fc) and Inf indicates that expression was unique for the particular seaweed.*

The comparison SW2 vs. FMC yielded 28,189 expressed contigs associated with *S. salar* genes: 58% of the NCBI sequences. Two hundred and forty-six of these contigs were differentially expressed: 136 up-regulated (55%) and 110 down-regulated (45%). 

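Contigs of B cells and immunoglobulin, the antibody genes, were higher as a list in SW2 vs. FMC, with 92 of 117 members above 0 and a median log2 fold change of 0.42 (adjusted p = 6.77e-07 from camera, adjusted p = 0.699 with an estimated correlation). An immunoglobulin heavy chain variable region had 231 ± 14.4 CPM in SW2 and 126 ± 37 CPM in FMC (SD, n = 3 each), a log2 fold change of 0.87 (SE 0.247), and the Ig kappa chain V-IV region JI one of 1.14 (SE 0.399). All 9 contigs of chemokines and their receptors lay above 0 (median 0.50, adjusted p = 0.0442 from camera, adjusted p = 0.534 with an estimated correlation), among them stromal cell-derived factor 1, which holds blood-forming cells in their niche, at 0.60 (SE 0.289). Contigs of cell adhesion were higher as a list (12 of 15 above 0, median 0.24, adjusted p = 0.0442 from camera, adjusted p = 0.699 with an estimated correlation), led by a vascular cell adhesion molecule-like protein, an endothelial ligand of leukocytes, with 203, 236 and 238 counts in the SW2 fish against 153, 104 and 79 in the FMC fish, a log2 fold change of 1.11 (SE 0.237). MHC class I was lower as a list (adjusted p = 0.0442 from camera, adjusted p = 0.534 with an estimated correlation), with a median of -0.43 over its 19 members with at least 10 counts in 3 fish. Of all 35 MHC class I members, 6 were higher and 7 lower at an unadjusted p under 0.05, with a mean of -0.002. Tested over the members with at least 10 counts in 3 fish, the MHC class I call was lost (adjusted p = 0.0643 from camera), as were those of chemokines (adjusted p = 0.0832) and of cell adhesion (adjusted p = 0.0643). Over all 22605 contigs, 0 passed an adjusted p under 0.05 in edgeR, and 1285 had an unadjusted p under 0.05 (585 higher, 700 lower). These 1285 are little more than the share of 0.05 expected with no change. DESeq2 called 28 contigs (16 higher, 12 lower), limma on log2 values 0 and limma voom with quality weights 1. When adjusted over the list alone, 0 immunoglobulin contigs, 0 chemokine contigs, 1 adhesion contig and 1 MHC class I contig passed, the last of them lower. The immunoglobulin call was lost without FMC fish 2 (adjusted p = 0.202) and the MHC class I call without FMC fish 1 (adjusted p = 0.121), without FMC fish 2 (adjusted p = 0.255), without SW2 fish 1 (adjusted p = 0.0521), without SW2 fish 2 (adjusted p = 0.0749) and without SW2 fish 3 (adjusted p = 0.0625). The chemokine call was lost without FMC fish 1 (adjusted p = 0.253), without FMC fish 3 (adjusted p = 0.0768), without SW2 fish 2 (adjusted p = 0.153) and without SW2 fish 3 (adjusted p = 0.0671), and the adhesion call without FMC fish 1 (adjusted p = 0.191), without FMC fish 3 (adjusted p = 0.189), without SW2 fish 2 (adjusted p = 0.133) and without SW2 fish 3 (adjusted p = 0.157).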

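Of the MHC contigs read far more in SW2 than in FMC fish, most were read in a single fish. The class I allele UBA*3701 had counts of 0, 2 and 4 in the FMC fish, 0, 1 and 0 in the SW1 fish and 2, 3 and 1862 in the SW2 fish, and UBA*1402 had 1519 counts in SW2 fish 3 and at most 1 in any other fish. In the same fish, a class II beta chain (DAB) contig had 428 counts, a class II alpha chain (DAA) contig 41 and the class II gamma chain named after mouse H-2 116, and each had 3 or fewer in the other 8 fish. A further class II alpha contig had 70 counts in SW2 fish 1 and 2 or fewer elsewhere. In the other direction, the class I allele UBA*1501 had 1168 counts in FMC fish 3 and 1178 in SW1 fish 2, against 6 or fewer in the other 7 fish. Of the 9 SW2-specific contigs of Table 4 that were higher, 6 had over 3 counts in only 1 SW2 fish and 3 in all 3. The SW2 and FMC fish were fully apart in 2 of these 9 and in 2 of the 5 that were lower. Chance gives 10% in contigs not picked by their values, while the study picked these on the same fish.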

Twenty-six contigs were considered as direct immune response genes of which 15 genes (nine up-regulated, six down-regulated) were specific for SW2 vs. FMC (**Table 4**).

Aligning vs. NCBI *S. salar* sequences and comparing SW1 vs. FMC and SW2 vs. FMC revealed 54 common differentially expressed contigs. 

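In the 6 seaweed-fed fish against the 3 FMC fish, cholesterol side-chain cleavage cytochrome P450, the first enzyme of steroid synthesis, had counts of 4, 9 and 10 in the FMC fish, 22, 23 and 43 in the SW1 fish and 48, 26 and 64 in the SW2 fish, a log2 fold change of 2.17 (SE 0.451). Contigs of macrophages were higher as a list (8 of 11 above 0, median 0.31, adjusted p = 0.0231 from camera), as were the 4 contigs of steroid synthesis in interrenal tissue (median 0.44, adjusted p = 0.0171) and the 6 of acute inflammation (median 0.97, adjusted p = 0.0289). Of these 6, only 2 had at least 10 counts in 3 fish. On the de novo reference the 46 acute inflammation contigs had a median of 0.14, with 2 higher and 3 lower at an unadjusted p under 0.05, and were not called as a list. Red blood cell contigs were lower as a list (23 of 27 below 0, median -1.16, adjusted p = 0.0166 from camera, adjusted p = 0.749 with an estimated correlation), as were those of MHC class I (23 of 38 below 0, median -0.82, adjusted p = 0.0166 from camera, adjusted p = 0.474 with an estimated correlation). With an estimated correlation the adjusted p of the macrophage, steroid and acute inflammation lists was 0.474. These 3 are among 8 lists called higher in this comparison, against 2 called lower. No contig passed an adjusted p under 0.05 in both single-diet comparisons in edgeR, while 112 had an unadjusted p under 0.05 in both and 25 an unadjusted p under 0.01 in both. For the combined comparison edgeR called 0 contigs and DESeq2 16, with 786 at an unadjusted p under 0.05 in edgeR. The macrophage call was lost without FMC fish 1 (adjusted p = 0.195), without FMC fish 3 (adjusted p = 0.164), without SW1 fish 2 (adjusted p = 0.138) and without SW2 fish 2 (adjusted p = 0.0664), the steroid call without FMC fish 1 (adjusted p = 0.195) and without SW1 fish 2 (adjusted p = 0.0592) and the acute inflammation call without FMC fish 1 (adjusted p = 0.129), without FMC fish 2 (adjusted p = 0.289) and without SW1 fish 2 (adjusted p = 0.0754). The red blood cell call was lost without FMC fish 2 (turned, adjusted p = 0.109) and without SW1 fish 3 (adjusted p = 0.0861), and the MHC class I call without FMC fish 2 (adjusted p = 0.208).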

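All 112 contigs with an unadjusted p under 0.05 in both comparisons had the same direction in both, 85 higher and 27 lower than in FMC. They include the cryptochrome-1 contig, a repressor of the circadian clock, with log2 fold changes of 1.49 (SE 0.419) in SW1 vs. FMC and 1.19 (SE 0.298) in SW2 vs. FMC, and the CD28 contig, at 0.95 (SE 0.24) in SW2 vs. FMC. The serine/threonine-protein kinase Sgk1, a gene induced by glucocorticoids, had 1.01 (SE 0.374) and 0.99 (SE 0.251). Both comparisons use the same 3 FMC fish. Simulated counts with no difference between diets, in which the simulated FMC libraries were shared as well, gave 221 contigs in both lists (from 196 to 243 in 20 simulations). On average 218 of these 221 had the same direction in both, so a shared direction alone is no evidence of a common effect of the diets. Independent lists would share 4.94 higher and 5.37 lower contigs, and 10.9 higher and 12.1 lower for the longer simulated lists. The observed and simulated overlaps are therefore not on the same scale. Across contigs, which are not independent replicates, the fold changes of the diets had a correlation of 0.507 (0.524 simulated) and a covariance of 0.219 (0.194 simulated), and 60.7% had the same sign (67.1% simulated). With 3 FMC fish the controls cannot be split into groups of at least 2, so part or all of the overlap may come from the shared controls.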

Expression of all these contigs was in the same direction, either up- or down-regulated. 

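The MHC contigs higher with both seaweeds were read in some of the seaweed-fed fish and had few or no counts in the FMC fish. The class I allele UBA*0201 had counts of 23, 13 and 5 in the FMC fish, 1331, 2 and 602 in the SW1 fish and 9, 738 and 570 in the SW2 fish. The class II beta chain allele DAB*1201 had counts of 0, 1 and 0 in the FMC fish, 300, 0 and 159 in the SW1 fish and 0, 176 and 1 in the SW2 fish, and the class II alpha chain allele DAA*0801, the partner of a beta chain in the molecule that presents antigens to helper T cells, had 0, 0 and 0 in the FMC fish, 121, 0 and 59 in the SW1 fish and 0, 73 and 0 in the SW2 fish, so both were read in the same 3 fish. The class II beta chain named HLA DQW1.1 had counts of 0, 0 and 0 in the FMC fish, 46, 0 and 61 in the SW1 fish and 29, 33 and 1 in the SW2 fish, and UBA*0202 had 0, 0 and 0 in the FMC fish, 1, 0 and 69 in the SW1 fish and 0, 59 and 30 in the SW2 fish. Class II clone c144 had over 5 counts only in SW1 fish 1 (480) and SW2 fish 1 (43). Of the contigs lower with both diets, UBA*3901 had counts of 323, 633 and 0 in the FMC fish, 0, 3 and 0 in the SW1 fish and 0, 0 and 0 in the SW2 fish, class II clone c22 had 1490, 1180 and 2 in the FMC fish, 1, 623 and 1 in the SW1 fish and 5, 1 and 1 in the SW2 fish and UBA*1401 had 180, 157 and 85 in the FMC fish, 7, 64 and 83 in the SW1 fish and 101, 37 and 1 in the SW2 fish. Of the 8 higher contigs, 2 had over 3 counts in 1 SW1 fish and 6 in 2, and for SW2 5 in 1, 2 in 2 and 1 in 3. The fish of the diet and the FMC fish were fully apart in 0 of 8 for SW1 and in 1 of 8 for SW2. Chance gives 10% in contigs not picked by their values, while the study picked these on the same fish. The smallest adjusted p of the alleles printed here was 0.861 in SW1 vs. FMC and SW2 vs. FMC from edgeR. For both seaweeds vs. FMC, UBA*3901 had an adjusted p of 0.803 over all contigs and of 0.00684 when adjusted over the list alone.

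**Figure D1:**
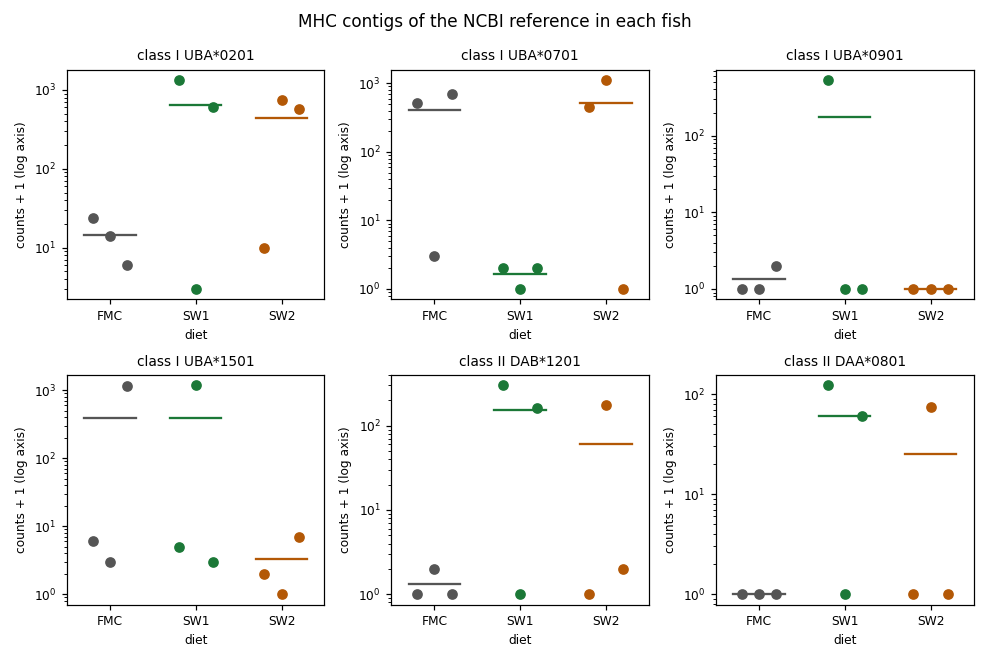
Counts plus 1 per fish on a log axis for 6 MHC alleles, 4 of class I (UBA) and 2 of class II (DAB and DAA), with 3 fish per diet. Points are fish and horizontal lines are the means of a diet; UBA*0201 ranged from 2 to 1331 counts within the 3 SW1 fish.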

Eleven contigs (eight up-regulated, three down-regulated) were considered as direct immune response genes representing the common genes in the immunomodulatory effects of the tested dietary seaweeds (**Table 4**).

### RNAseq Differential Expression and Gene Ontology After Mapping Reads Against *de Novo* Assembled *Salmo salar* Reference

The comparison SW1 vs. FMC yielded 1,951 differentially expressed contigs: 2.23% of the total of 87,600 contigs. 

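For the second strategy the authors assembled the reads of all fish de novo into 87600 contigs, aligned the reads of each fish to them, counted the reads and tested the counts with DESeq. Contigs were named by their best match in other sequence databases, so a name is that of the matched gene, often of another species, and fragments of 1 gene can stand as several contigs. The counts summed to 11904385, 8259299 and 8783161 in the FMC fish, 12228633, 8892018 and 11227584 in the SW1 fish and 11236432, 9330126 and 9460513 in the SW2 fish. With the same filter and test as for the NCBI sequences, 87494 contigs were tested for SW1 vs. FMC and 87309 for SW2 vs. FMC. In the authors' deposited table the number of contigs at an unadjusted p under 0.05 is 1951 for SW1 vs. FMC, and 187 contigs have an adjusted p under 0.05. FMC fish 2 and SW1 fish 1 again lay apart on the first principal component (32.7% of the variance, coordinates 0.664 and 0.54, against -0.303 to -0.02). Hemoglobin contigs, which can come from blood in the sample or from blood-forming cells of the tissue, took 2.63% of the counts in FMC fish 2, 0.711% in SW1 fish 1 and 0.149 to 0.282% in the other 7 fish.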

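In SW1 vs. FMC, contigs of T cells and cytotoxic cells were higher as a list, with 47 of 59 above 0, 6 of them at an unadjusted p under 0.05, and a median log2 fold change of 0.29 (adjusted p = 9.39e-06 from camera, adjusted p = 0.965 with an estimated correlation). Contigs of steroid synthesis, the function of the interrenal cells that lie within the head kidney, were higher as a list (22 of 28 above 0, median 0.24, adjusted p = 0.00169 from camera, adjusted p = 0.965 with an estimated correlation). Circadian clock contigs were higher as a list (39 of 74 above 0, 9 of them at an unadjusted p under 0.05, median 0.07, adjusted p = 0.0196 from camera, adjusted p = 0.965 with an estimated correlation), and red blood cell contigs lower (65 of 89 below 0, median -0.24, adjusted p = 0.0196 from camera, adjusted p = 0.965 with an estimated correlation). Over the 55 clock contigs with at least 10 counts in 3 fish, the median was -0.022, on the other side of 0, while camera over these gave an adjusted p of 0.0492 for higher. Adjusted over the list alone, 0 contigs of these 4 lists passed, and 6, 4, 2 and 4 of their contigs were named by the study. Of all 87494 contigs, 3 changed at an adjusted p under 0.05 in edgeR, against 0 with a stricter filter (684 at an unadjusted p under 0.05), 0 with replicate number as a block (857 at an unadjusted p under 0.05) and 1 with all 9 fish in 1 fit. A contig matching C18orf8, a gene of endosome and lysosome trafficking, fell from 17.6 ± 5.5 CPM in FMC to 1.85 ± 0.128 CPM in SW1 (SD, n = 3 each), a log2 fold change of -3.24 (SE 0.364), and contig 21169, a trout sequence with no gene name, had a log2 fold change of -4.33 (SE 0.449). Contig 45761, another unnamed trout sequence, rose from 1.27 ± 0.666 CPM to 19.1 ± 2.74 CPM (SD, n = 3 each), a log2 fold change of 3.93 (SE 0.445), and all 3 contigs had an adjusted p of 0.0402. In SW2 fish 2 alone among the SW2 fish, the C18orf8 contig also lay at the SW1 level (1.71 CPM). The C18orf8 call was lost without FMC fish 3 (adjusted p = 0.176), without SW1 fish 1 (adjusted p = 0.0736), without SW1 fish 2 (adjusted p = 0.145) and without SW1 fish 3 (adjusted p = 0.447), that of contig 21169 without FMC fish 3 (adjusted p = 0.0816), without SW1 fish 2 (adjusted p = 0.111) and without SW1 fish 3 (adjusted p = 0.341) and that of contig 45761 without FMC fish 1 (adjusted p = 0.0657), without FMC fish 3 (adjusted p = 0.217), without SW1 fish 1 (adjusted p = 0.0615), without SW1 fish 2 (adjusted p = 0.111) and without SW1 fish 3 (adjusted p = 0.341). Leaving out 1 fish gave 0 to 7 called contigs, the latter without FMC fish 2, and leaving out both fish that stood apart gave 81. An unadjusted p under 0.05 was reached by 1469 contigs, 901 higher and 568 lower, fewer than the share of 0.05 expected with no change. Without 1 fish, the steroid call was lost without FMC fish 1 (adjusted p = 0.922) and without SW1 fish 2 (adjusted p = 0.0735), the clock call without FMC fish 1 (adjusted p = 0.237) and without SW1 fish 1 (adjusted p = 0.233) and the red blood cell call without FMC fish 2 (turned, adjusted p = 0.886) and without SW1 fish 3 (adjusted p = 0.413).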

Expression of 1,092 contigs (56%) was up-regulated, of 859 contigs (44%) down-regulated. 

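Perforin-1, which forms pores in target cells, had 25.1 ± 9.68 CPM in SW1 and 9.58 ± 3.31 CPM in FMC (SD, n = 3 each), a log2 fold change of 1.39 (SE 0.391), and a second perforin-1 contig one of 1.12 (SE 0.357) in SW1 vs. FMC. A granzyme-like protein, the protease delivered through such pores, had a log2 fold change of 1.46 (SE 0.636), and the adjusted p of all 3 contigs was 1 from edgeR. At an unadjusted p under 0.01 there were 268 contigs, 216 higher and 52 lower in SW1.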

On basis of more the stringent criterion of *P* < 0.01, 736 contigs were selected for further analyses.

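In SW2 vs. FMC, contigs of steroid synthesis were higher as a list, with 22 of 28 above 0 and a median log2 fold change of 0.82 (adjusted p = 6.65e-06 from camera, adjusted p = 0.605 with an estimated correlation). Steroidogenic acute regulatory protein, which carries cholesterol into mitochondria, had 60 ± 15.2 CPM in SW2 and 23.6 ± 9.29 CPM in FMC (SD, n = 3 each), a log2 fold change of 1.35 (SE 0.324). Steroid 17-alpha-hydroxylase had 1.55 (SE 0.394), and for both contigs all 3 SW2 fish lay above all 3 FMC fish. Macrophage contigs were higher as a list (32 of 54 above 0, median 0.08, adjusted p = 0.0202 from camera, adjusted p = 0.687 with an estimated correlation), as were contigs of complement, the plasma proteins that mark and lyse microbes (39 of 57 above 0, median 0.28, adjusted p = 0.0202 from camera, adjusted p = 0.501 with an estimated correlation), of T cells (38 of 58 above 0, median 0.14, adjusted p = 0.038 from camera, adjusted p = 0.605 with an estimated correlation) and of the circadian clock (50 of 74 above 0, median 0.25, adjusted p = 0.0202 from camera, adjusted p = 0.468 with an estimated correlation). Adjusted over the list alone, 8 steroid, 4 macrophage, 0 complement, 2 T cell and 0 clock contigs were higher, and the study had named 4, 7, 4, 6 and 2 contigs of these lists. Without 1 fish, the macrophage call was lost without FMC fish 1 (adjusted p = 0.473), without SW2 fish 2 (adjusted p = 0.3) and without SW2 fish 3 (adjusted p = 0.0685), the T cell call without FMC fish 1 (adjusted p = 0.26), without FMC fish 3 (adjusted p = 0.0755) and without SW2 fish 2 (adjusted p = 0.37), the complement call without FMC fish 1 (adjusted p = 0.26) and without SW2 fish 3 (adjusted p = 0.0788) and the clock call without FMC fish 1 (adjusted p = 0.245) and without SW2 fish 3 (adjusted p = 0.0609). Over all contigs, 0 passed an adjusted p under 0.05 in edgeR, 0 in limma on log2 values, 38 in DESeq2 and 151 in limma voom with quality weights. In the voom fit FMC fish 3 had a weight of 3.07, against 0.573 and 0.282 for FMC fish 1 and 2. An unadjusted p under 0.05 in edgeR was reached by 5255, little more than the share of 0.05 expected with no change.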

The comparison SW2 vs. FMC yielded 4,350 differentially expressed contigs: 4.97% of the total of 87,600 contigs. 

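Among the contigs with an unadjusted p under 0.05 in SW2 vs. FMC, 2085 were higher and 3170 lower. Proteasome contigs, which degrade tagged proteins, were higher as a list (146 of 204 above 0, median 0.15, adjusted p = 0.0473 from camera, adjusted p = 0.775 with an estimated correlation), as were contigs of cell cycle and DNA replication (148 of 217 above 0, median 0.13, adjusted p = 0.0202 from camera, adjusted p = 0.775 with an estimated correlation). Members with small p-values went against their list, with a log2 fold change of -1.56 (SE 0.366) for proteasome subunit alpha type-3 and of -1.12 (SE 0.318) for the replication licensing factor MCM2. Both lists were low in FMC fish 2 and SW1 fish 1, with median deviations from the mean of all fish of -0.55 and -0.84 for the proteasome and -0.70 and -0.76 for the cell cycle (log2). The proteasome call was lost without FMC fish 2 (turned, adjusted p = 0.13), without SW2 fish 1 (adjusted p = 0.169) and without SW2 fish 2 (adjusted p = 0.246), and the cell cycle call without FMC fish 2 (turned, adjusted p = 0.0122) and without SW2 fish 1 (adjusted p = 0.105). Adjusted over the list alone, 0 contigs of either list passed, and 3 and 1 had been named by the study. The cell cycle list was also higher in SW2 vs. SW1 (adjusted p = 0.000105 from camera, adjusted p = 0.919 with an estimated correlation), a call lost without SW1 fish 1 (adjusted p = 0.912).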

Expression of 1,485 contigs (34%) was up-regulated, of 2,865 contigs (66%) down-regulated. 

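ELMO1, an adaptor that guides engulfment and cell movement, had 2.79 ± 0.488 CPM in SW2 and 8.73 ± 0.994 CPM in FMC (SD, n = 3 each), a log2 fold change of -1.64 (SE 0.264). A contig matching DnaJ homolog subfamily C member 11, a mitochondrial chaperone, had 0.415, 0.746 and 0.502 CPM in the SW2 fish and 2.58, 6.47 and 3.93 CPM in the FMC fish (log2 fold change -2.92 (SE 0.454)). A fibronectin contig, a protein of the extracellular matrix, had 2.28, 3.73 and 2.11 CPM against 0.665, 0.116 and 0.337 CPM (log2 fold change 2.73 (SE 0.511)). The adjusted p from edgeR was 0.518 or more for each of them. At an unadjusted p under 0.01 there were 1042 contigs, 370 higher and 672 lower in SW2.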

On basis of the more stringent criterion of *P* < 0.01, 1,703 contigs were selected for further analyses.

BLAST searching against four reference databases and comparing SW1 vs. FMC and SW2 vs. FMC revealed 224 common differentially expressed contigs. Expression of these contigs was in the same direction, except for five: Glutamate dehydrogenase 1, Serine incorporator 1 and two *Oncorhynchus mykiss* contig sequences, of which expression was in opposite direction, as well as for *NF-kappa-B inhibitor alpha (S. salar)*.

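In the 6 seaweed-fed fish against the 3 FMC fish, 5 lists were higher, those of T cells (40 of 59 contigs above 0, median log2 fold change 0.25, adjusted p = 8.25e-05 from camera, adjusted p = 0.69 with an estimated correlation), macrophages (median 0.13, adjusted p = 0.00859 from camera, adjusted p = 0.69 with an estimated correlation), steroid synthesis (median 0.49, adjusted p = 4.92e-07 from camera, adjusted p = 0.69 with an estimated correlation), the circadian clock (median 0.10, adjusted p = 0.00167 from camera, adjusted p = 0.69 with an estimated correlation) and cell adhesion (median 0.17, adjusted p = 0.000239 from camera, adjusted p = 0.708 with an estimated correlation). Adjusted over the list alone, 4 clock contigs, 1 T cell contig, 1 steroid contig and 0 macrophage and 0 adhesion contigs passed. The T cell call held without any 1 fish. The macrophage call was lost without FMC fish 1 (adjusted p = 0.417), without SW1 fish 2 (adjusted p = 0.0716) and without SW2 fish 2 (adjusted p = 0.0932), the steroid call without FMC fish 1 (adjusted p = 0.0835), the clock call without FMC fish 1 (adjusted p = 0.0835) and the adhesion call without SW1 fish 1 (adjusted p = 0.162). At an unadjusted p under 0.01, 54 contigs were shared by SW1 vs. FMC and SW2 vs. FMC, and at one under 0.05 438. Simulated unchanged groups, compared with shared simulated FMC libraries, had 116 and 824 in common. Independent lists at an unadjusted p under 0.05 would share 19.2 higher and 20.6 lower contigs, and 45.5 higher and 46.8 lower for the longer simulated lists. The observed and simulated overlaps are therefore not on the same scale. No contig had an adjusted p under 0.05 in both comparisons in edgeR.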

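Of the 438 contigs with an unadjusted p under 0.05 in both comparisons, 433 had the same direction in both diets, 297 higher and 136 lower. FKBP5, a chaperone of the glucocorticoid receptor that glucocorticoids induce, was among those with the smallest p-values in both, with 98.3 ± 6.28 CPM in SW1, 124 ± 52.5 CPM in SW2 and 24.9 ± 10.4 CPM in FMC (SD, n = 3 each). Its log2 fold changes were 1.98 (SE 0.381) and 2.31 (SE 0.382), with adjusted p of 0.802 and 0.518 over all contigs from edgeR and of 0.00501 and 0.00208 when adjusted over the list alone. In the simulated unchanged groups, 818 of the 824 contigs in both lists had the same direction on average. Across all 87208 contigs tested in both, which are not independent replicates, 61.1% had the same sign, against 66.9% for simulated unchanged groups with shared simulated FMC libraries. The covariance of the fold changes was 0.145 against 0.155 simulated, a difference of -0.0106.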

Interestingly, contig 86142 had by far the highest fold change (fc) for both SW1 vs. FMC and SW2 vs. FMC comparisons with fc 2,550 and 2,968, respectively. This contig was mapped against the *Oncorhynchus mykiss* mRNA sequence with gene identifier 299677870 that resulted from a characterization of the rainbow trout transcriptome using Sanger and 454-pyrosequencing approaches by Salem et al. (2010). 

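Contig 86142 was read in 2 of the 3 SW1 fish and in 2 of the 3 SW2 fish. Its counts were 0, 0 and 1 in the FMC fish, 2301, 0 and 1445 in the SW1 fish and 2, 1775 and 1436 in the SW2 fish. The 4 fish with over 1000 counts had 158 and 126 CPM in SW1 and 189 and 144 CPM in SW2, and the other 5 fish had 0.208 CPM or less. SW1 fish 2 and SW2 fish 1 therefore lay at the level of the FMC fish, and the spread within each seaweed diet was as large as the difference from FMC. The adjusted p from edgeR was 0.696 in SW1 vs. FMC and 0.731 in SW2 vs. FMC.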

With a BLASTn search, a 98% homology was found aligning this sequence with *PREDICTED: Salmo salar integrin alpha-2-like* (LOC106561807).

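Of the immune response contigs that the supplementary table gives for SW1 vs. FMC, 44 were matched here as higher and 23 as lower. Among those higher, DDIT4, an inhibitor of growth signaling through mTOR, had 84.8 ± 14.8 CPM in SW1 and 13.6 ± 7.55 CPM in FMC (SD, n = 3 each), a log2 fold change of 2.64 (SE 0.415), the 3 SW1 fish lying above the 3 FMC fish. Barrier-to-autointegration factor A, a chromatin protein that binds foreign DNA, had 249 ± 63.9 CPM against 64.1 ± 14.2 CPM (SD, n = 3 each) and a log2 fold change of 1.95 (SE 0.349). In 37 of the 44 higher contigs and 15 of the 23 lower ones the unadjusted p from edgeR was under 0.05, and 0 had an adjusted p under 0.05 over all contigs. The SW1 and FMC fish were fully apart in 24 of the higher and 4 of the lower contigs, against 10% by chance, and all of these contigs were picked by the study on these fish.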

For the comparison SW1 vs. FMC, 67 contigs were related to immune response genes. Specific for this comparison were 43 immune response genes: 32 up-regulated, 11 down-regulated (Supplementary material). 

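LAMP3, a lysosomal membrane protein of mature dendritic cells, had 89 ± 8.63 CPM in SW1 and 38.4 ± 12 CPM in FMC (SD, n = 3 each), a log2 fold change of 1.20 (SE 0.338). The SW1-specific contigs also hold annexin A11, which binds membranes in a calcium-dependent way, at 1.20 (SE 0.357), uromodulin, a kidney glycoprotein, at 1.12 (SE 0.343), and MAP kinase-interacting kinase 2, which acts on translation, at 1.58 (SE 0.384). The smallest adjusted p of these 4 was 1 from edgeR. The median log2 fold change was 1.34 over the 31 SW1-specific contigs that were higher, with 18 fully apart from FMC, and -1.93 over the 11 that were lower, with 4 fully apart (10% by chance in contigs not picked on these fish).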

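Of the immune response contigs shared by the diets, the 13 higher ones had a median log2 fold change of 1.53 in SW1 vs. FMC, and SW1 and FMC fish were fully apart in 6 of them (10% by chance in contigs not picked on these fish). The 12 lower ones had a median of -1.72, and in 10 of them FMC fish 2 lay over 3 times above both other FMC fish. Without FMC fish 2 their median was 0.08, and 5 of the 11 with a value kept their direction. Hypoxia-inducible factor 1 alpha, the transcription factor of the response to low oxygen, had 8.39, 108 and 22.6 CPM in the FMC fish against 18.7, 21.1 and 15.2 CPM in the SW1 fish and 8.93, 7.25 and 8.53 CPM in the SW2 fish. DDIT4 had a log2 fold change of 1.38 (SE 0.517) in SW2 vs. FMC and barrier-to-autointegration factor A one of 0.93 (SE 0.404), with SW2 fish 3 (10.7 CPM) within the FMC range for the former and SW2 fish 1 (54.9 CPM) for the latter.

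**Figure D2:**
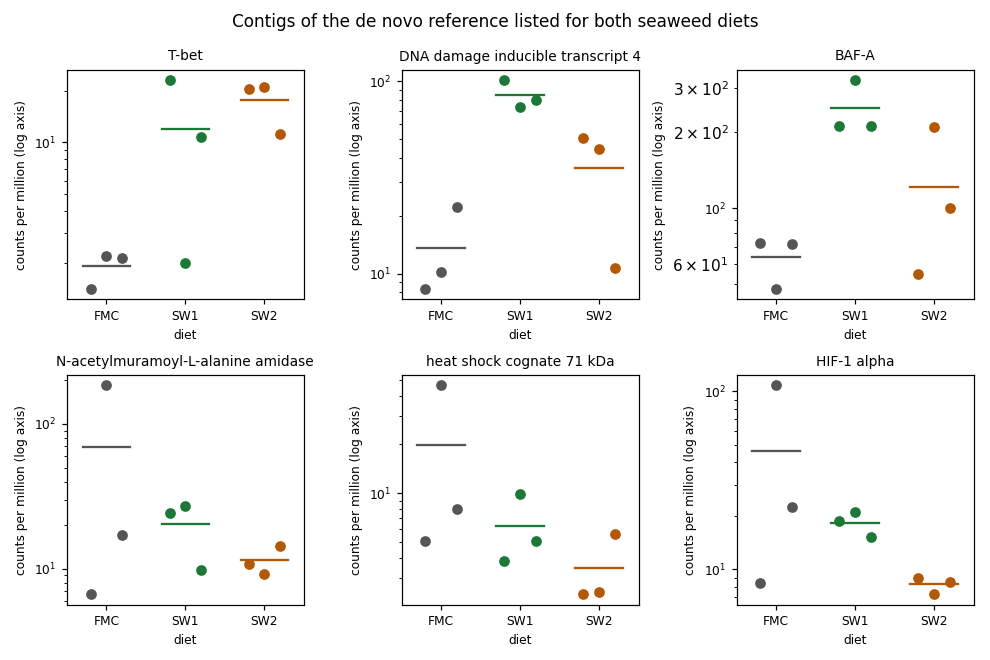
CPM per fish on a log axis for 6 contigs that the study gives for both seaweeds, with 3 fish per diet. Points are fish and horizontal lines are the means of a diet; in the panels of the amidase, HSC71 and HIF-1 alpha, FMC fish 2 lies above the other 8 fish (108 CPM for HIF-1 alpha).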

Twenty-four genes were shared with the comparison SW2 vs. FMC: 12 up-regulated, 12 down-regulated (Supplementary material). In total 39 genes contributed to the pool of 168 GO terms for this comparison (84 specific and 84 in common with comparison SW2 vs. FMC).

For the comparison SW2 vs. FMC, 156 contigs were related to immune response genes. 

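For SW2 vs. FMC, 85 contigs of the supplementary table were matched here as higher and 82 as lower. Complement component C7, a part of the pore that lyses microbes, had 239 ± 69.6 CPM in SW2 and 112 ± 6 CPM in FMC (SD, n = 3 each), a log2 fold change of 1.09 (SE 0.244). Integrin beta-3, an adhesion receptor of thrombocytes, had a log2 fold change of 1.18 (SE 0.309). An unadjusted p under 0.05 was reached by 72 of the higher and 65 of the lower contigs, and an adjusted p under 0.05 by 0 in edgeR. SW2 and FMC fish were fully apart in 48 of the higher and 26 of the lower contigs, against 10% by chance, in a set picked by the study on these fish. FMC fish 2 was the highest FMC fish in 64 of the 82 lower contigs, and without it 36 of them had an unadjusted p under 0.05.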

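M130, the scavenger receptor of macrophages that takes up hemoglobin, had 122 ± 2.96 CPM in SW2 and 32.4 ± 19.4 CPM in FMC (SD, n = 3 each), with a log2 fold change of 1.92 (SE 0.378). Its relative M160 had a log2 fold change of 1.75 (SE 0.347), and when adjusted over the list alone both had an adjusted p of 0.00943. Vascular cell adhesion protein 1, an endothelial ligand of leukocytes, had 26.5 ± 3.4 CPM against 11.9 ± 3.23 CPM (SD, n = 3 each), a log2 fold change of 1.15 (SE 0.256). In each of these 3 contigs all SW2 fish lay above all FMC fish, and the smallest adjusted p over all contigs was 0.811 from edgeR. The SW2-specific contigs that were higher had a median log2 fold change of 1.32 over 73 contigs, 41 of them fully apart from FMC, where chance gives 10% in contigs not picked on these fish. Those that were lower had a median of -1.48 over 69 contigs, 25 fully apart, and of -0.79 without FMC fish 2.

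**Figure D3:**
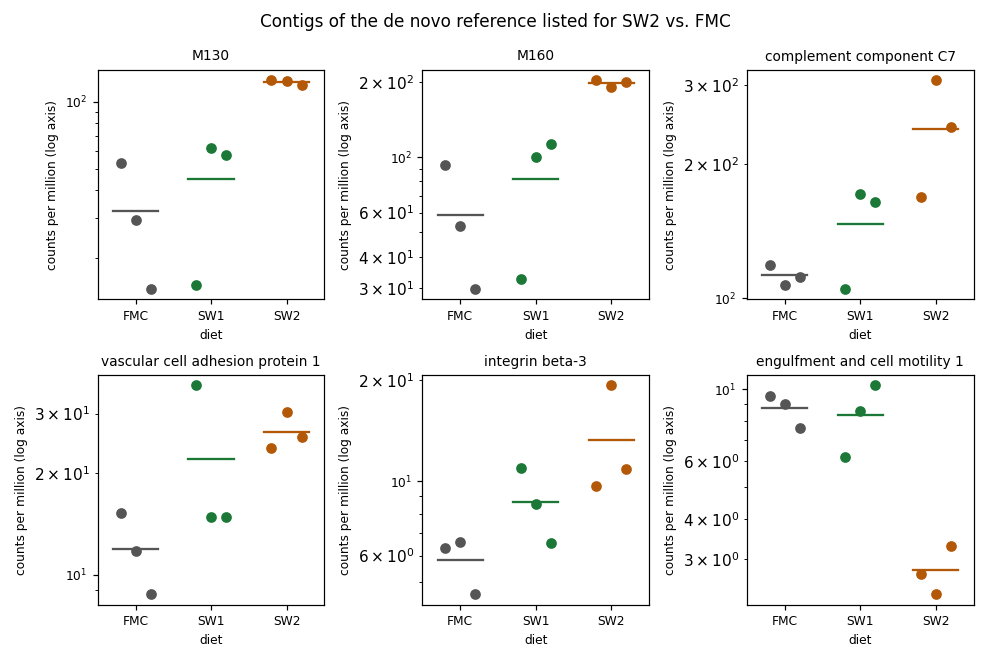
CPM per fish on a log axis for 6 contigs that the study gives as specific for SW2, with 3 fish per diet. Points are fish and horizontal lines are the means of a diet; the 3 SW2 fish had 125, 123 and 119 CPM for M130 and the 3 FMC fish 53, 29.6 and 14.5 CPM.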

Specific for this comparison were 132 genes: 67 up-regulated, 65 down-regulated (Supplementary material). Of course, 24 genes were shared with the comparison SW1 vs. FMC, but now with 11 up-regulated and 13 down-regulated because *NF-kappa-B inhibitor alpha (S. salar)* was down-regulated and not up-regulated like for SW1 vs. FMC (Supplementary material). 

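In SW2 vs. FMC, the shared immune response contigs were 12 higher and 13 lower. The higher ones had a median log2 fold change of 1.44 with 7 fully apart from FMC, and the lower ones one of -2.28 with 1 fully apart (10% by chance in contigs not picked on these fish). A thymus-specific serine protease contig, an enzyme of antigen presentation in the thymus, had 94.5, 1272 and 142 CPM in the FMC fish against 109.9, 204 and 140.2 CPM in the SW2 fish. FMC fish 2 lay over 3 times above both other FMC fish in 11 of the 13 lower contigs, whose median without it was -0.43.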

In total 82 genes contributed to the pool of 256 GO terms for this comparison (172 specific).

The number of GO terms was narrowed down removing those with less than five scores, which left us with the 15 most important GO terms (**Figure 2**). Six of these GO terms did not show differences between comparisons. More regular GO terms such as *immune system process* (GO:0002376), *immune response* (GO:0006955), and *viral process* (GO:0016032) had as many scores for SW1 vs. FMC as for SW2 vs. FMC for both up- and down-regulated genes. 

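C-C chemokine receptor type 9, which guides lymphocytes to the gut, had a log2 fold change of 1.23 (SE 0.461) in SW1 vs. FMC, and a second contig of it one of 1.10 (SE 0.444). C-C motif chemokine 4, which attracts monocytes and lymphocytes, had 0.96 (SE 0.424) in SW1 vs. FMC and 0.71 (SE 0.288) in SW2 vs. FMC, and C-C chemokine receptor type 4 had 0.69 (SE 0.26) in SW2 vs. FMC. C-C motif chemokine 25, the ligand of receptor type 9, had a log2 fold change of -1.27 (SE 0.558) in SW1 vs. FMC. Of the 68 contigs of chemokines and their receptors, 3 were higher and 1 lower at an unadjusted p under 0.05 in SW1 vs. FMC, and 7 higher and 3 lower in SW2 vs. FMC, and 7 of them were named by the study. As a list they had a median of 0.13 in SW1 vs. FMC (adjusted p = 0.246 from camera) and of 0.12 in SW2 vs. FMC (adjusted p = 0.277). No contig of the list passed an adjusted p under 0.05 in edgeR, over all contigs or adjusted over the list alone.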

*Chemotaxis* (GO:0006935) and *chemokine-mediated signaling pathway* (GO:0070098) only contained up-regulated gene expression for both comparisons, expression of genes involved in the *defense response to Gram-positive bacterium* (GO:0050830) was down-regulated for both comparisons. Other GO terms were more abundant or even specific for either the SW1 vs. FMC or SW2 vs. FMC comparison. Abundant or specific for the SW1 vs. FMC comparison were *cytokine-mediated signaling pathway* (GO:0019221) and the *interferon-gamma-mediated signaling pathway* (GO:0060333). 

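Interferon-induced guanylate-binding protein, an antimicrobial GTPase, had log2 fold changes of 0.26 (SE 0.369) in SW1 vs. FMC and 0.84 (SE 0.252) in SW2 vs. FMC. Interferon-induced 35 kDa protein was read in SW1 fish 2 alone. Of the 199 interferon response contigs tested in SW1 vs. FMC, 2 were higher and 4 lower at an unadjusted p under 0.05, and the median log2 fold change was 0.02 (adjusted p = 0.815 from camera). In SW2 vs. FMC, 4 of 197 were higher and 9 lower, with a median of -0.08 (adjusted p = 0.573). In SW2 vs. SW1, which tests the difference between the diets, the list had a median of -0.09 (adjusted p = 0.469). Adjusted over the list alone, 1 contig was higher in SW1 vs. FMC and 0 in SW2 vs. FMC, with none lower in either, and 9 contigs of the list were named by the study.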

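Contigs of cell adhesion were higher as a list in SW2 vs. FMC, with 173 of 236 above 0, 38 higher and 5 lower at an unadjusted p under 0.05, and a median log2 fold change of 0.28 (adjusted p = 4.51e-07 from camera, p = 0.00638 and adjusted p = 0.179 with an estimated correlation). They include fibronectin at 1.98 (SE 0.392), and integrin alpha-IIb, the partner of integrin beta-3 on thrombocytes, at 1.38 (SE 0.373). Contigs of lysosome and endocytosis were higher as a list (351 of 524 above 0, median 0.11, adjusted p = 0.0108, p = 0.0256 and adjusted p = 0.359 with an estimated correlation), among them the lysosomal-trafficking regulator at 1.56 (SE 0.409). Both lists kept their call without any 1 fish, and both were also higher in SW2 vs. SW1 (adjusted p = 8.71e-05 from camera, adjusted p = 0.919 with an estimated correlation for adhesion, and adjusted p = 0.00286 from camera, adjusted p = 0.396 with an estimated correlation for lysosomes). In that comparison 5 fibronectin contigs passed when adjusted over the list alone, with log2 fold changes of 2.18 to 2.92, and in SW2 vs. FMC 2 adhesion and 0 lysosome contigs did. Contigs of acute inflammation had a median of 0.19 (6 of 46 higher and 2 lower at an unadjusted p under 0.05, adjusted p = 0.0547 for the list). Matrix metalloproteinase-9, a neutrophil protease that is not a member of this list, had 1.42 (SE 0.502). The NF-kappa-B pathway had a median of 0.05 over 98 contigs (2 higher, 2 lower, adjusted p = 0.277) and Toll-like receptors one of -0.01 over 54 (2 higher, 1 lower, adjusted p = 0.813). In SW1 vs. FMC, none of these 5 lists passed (adjusted p from 0.815 to 0.885). The study had named 9 adhesion, 11 lysosome, 5 acute inflammation, 5 NF-kappa-B and 1 Toll-like receptor contigs on these fish.

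**Figure D4:**
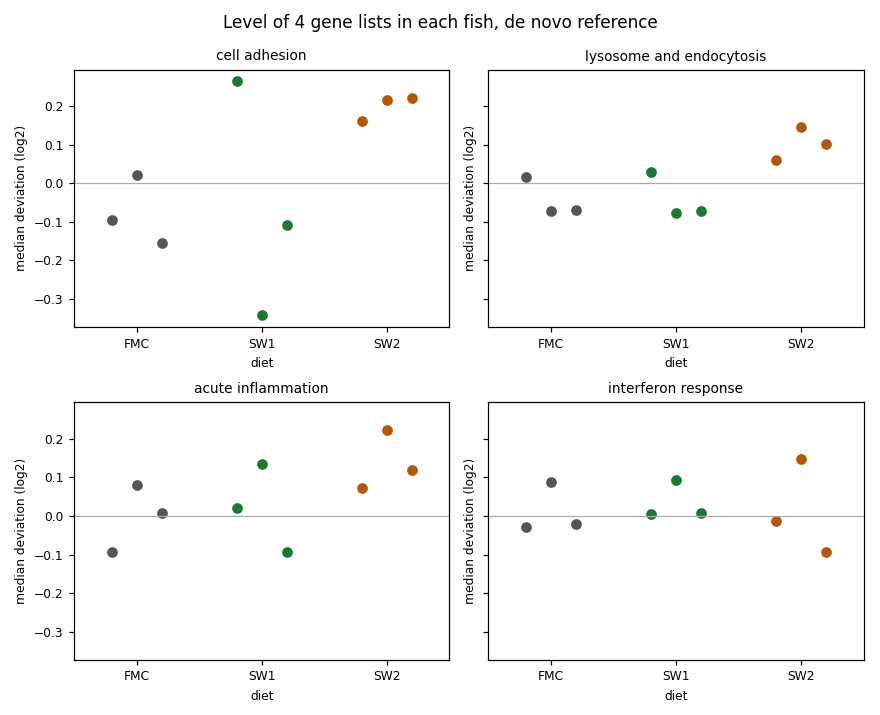
Level of 4 gene lists in each fish, as the median over the members of a list of the log2 deviation of a contig from its mean over all 9 fish, with 3 fish per diet. Points are fish, and the horizontal line of each panel marks no deviation. For cell adhesion the SW2 fish lie at 0.16, 0.21 and 0.22 and the FMC fish at -0.09, 0.02 and -0.15.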

More terms were abundant or specific for the SW2 vs. FMC comparison: *receptor-mediated endocytosis* (GO:0006898), *inflammatory response* (GO:0006954), *cell adhesion* (GO:0007155), and *response to lipopolysaccharide* (GO:0032496) all up-regulated*; innate immune response* (GO:0045087) up- and down-regulated; *NIK/NF-kappaB signaling* (GO:0038061) and *defense response to virus* (GO:0051607) down-regulated.

**FIGURE 2:**
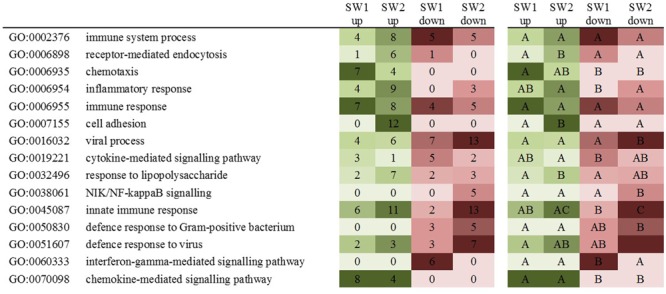
Heat map of the 15 main biological processes indicating the differences between diet comparisons. Shown are GO terms and descriptions; seaweed (SW) diets 1 and 2 scores of up- and down-regulated genes. Also indicated the significant differences (*P* < 0.05).

## Discussion

Seaweeds may represent immuno-stimulants that could be used as health-promoting fish feed components thereby offering an alternative for the use of antibiotics. This study was performed to gain insights into the immunomodulatory effects of dietary seaweeds in Atlantic salmon. Specifically tested were 10% inclusion levels of *Laminaria digitata* (SW1) and a commercial blend of seaweeds (Oceanfeed^®^) (SW2) against a fishmeal based control diet (FMC). By RNAseq of the head kidney transcriptome of LPS challenged fish representing all three experimental groups, we could determine the common immunomodulatory effects of dietary seaweeds, but also the specific immunomodulatory effects of *Laminaria digitata* and of the commercial blend of seaweeds.

### No Major Difference in Performance

From our results it can be concluded that the inclusion of dietary seaweeds did not lead to major differences in performance of Atlantic salmon: growth and blood Hct and Hb were similar between experimental groups. The FCR of the fish fed with dietary seaweeds was not significantly different. Growth variation in the fish fed with dietary seaweeds, however, was lower which would lead to a more uniform market size. Similarly as in previously performed studies, dietary seaweeds did not affect growth performance of rainbow trout nor seabass at inclusion levels of 10% (*Oncorhynchus mykiss*: Soler-Vila et al., 2009, *Dicentrarchus labrax*; Valente et al., 2006; Peixoto et al., 2016). Several other studies did report on growth improvement by dietary seaweed supplementation, but the variety of both fish and seaweed species, and their inclusion levels, is extensive which makes it complex to generalize conclusions. Anyway, the absence of major difference in the performance of Atlantic salmon would pave the way for dietary seaweed application if clear health-promoting effects would exist.

### Nutrigenomic Approach Investigating Dietary Immunomodulation

Recent studies have provided more insights into the dietary immunomodulation of gene expressions since the review by Tacchi et al. (2011). Several studies have a similar nutrigenomic approach as our study and support immune enhancement on basis of up-regulated gene expressions in Atlantic salmon. Martinez-Rubio et al. (2012, 2014) reported on the dietary immunomodulation of gene expressions in the heart in response to immune challenging. Núñez-Acuña et al. (2015) investigated the effects of plant-derived additives on the skin and heart kidney transcriptome in sea lice-infested Atlantic salmon. Eslamloo et al. (2017) investigated whether vegetable and fish oils can alter antiviral responses of salmon macrophage-like cells by transcriptomic profiling but found similar activation of the immune-related pathways and functions between experimental groups. Caballero-Solares et al. (2017) concluded that plant-based diets may enhance the immune response on basis of increased expression of transcripts involved in the synthesis of pro-inflammatory eicosanoids and chemotaxis. Our study supports the general immune enhancement of dietary seaweeds but also shows that the seaweed specific effects are important and may vary significantly.

### Common Immunomodulatory Effects of Dietary Seaweeds

From the *de novo* assembled reference we learned that GO terms that represented common immunomodulatory effects were referring to quite general processes (*immune system process, immune response*, and *viral process*) but also more specifically to c*hemotaxis, chemokine-mediated signaling pathway* and *defense response to Gram-positive bacterium*. 

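Leukocyte cell-derived chemotaxin-2, which attracts neutrophils, had log2 fold changes of 0.85 (SE 0.37) in SW1 vs. FMC and 1.23 (SE 0.331) in SW2 vs. FMC. E-selectin, on which leukocytes roll along the vessel wall, had 0.91 (SE 0.328) and 0.77 (SE 0.272), and P-selectin, with the same role, 0.69 (SE 0.358) and 0.94 (SE 0.294). C-type lectin domain family 4 member E, a receptor of macrophages for microbial glycolipids, had 0.86 (SE 0.372) and 1.02 (SE 0.252). Their adjusted p was 0.816 or more from edgeR, and the p-values of the receptor in SW2 vs. FMC passed only when adjusted over the list alone (adjusted p = 0.0252).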

From the direction of regulation of the genes that were representing these GO terms, we can conclude that the common immunomodulatory effects of the dietary seaweeds in our study improved *chemotaxis* and the *chemokine-mediated signaling pathway*, and reduced the *defense response to Gram-positive bacterium*. Thus, based on the regulation of these immune genes, fish fed with seaweeds have a more efficient immune response. The infection site is more efficiently identified and antigens are more efficiently processed and presented.

The contig 86142 with fc values of 2,550 and 2,968 for SW1 vs. FMC and SW2 vs. FMC comparisons, respectively, that had a 98% homology with the *predicted Salmo salar integrin alpha-2-like*, may certainly represent a key marker gene of the LPS immune response in salmonids. This gene is predicted to express a subunit of the heterodimeric integral membrane glycoprotein integrin which is involved in cell adhesion and cell-surface mediated signaling of T cells (the NKT cells), NK cells, fibroblasts and platelets. 

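The fish that expressed contig 86142, SW1 fish 1 and 3 and SW2 fish 2 and 3, were those with over 500 counts of the MHC class I allele UBA*0201, and contig 86141 matches that allele. Contig 86141 had counts of 1, 3 and 1 in the FMC fish, 5, 1 and 8 in the SW1 fish and 2, 1 and 16 in the SW2 fish. SW1 fish 2 and SW2 fish 1 had 0 and 2 counts of contig 86142, close to the 0, 0 and 1 counts of the FMC fish, which received the same LPS injection.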

*Integrin alpha-2* is known to show up-regulated expression at the attachment site of salmon louse in order to regulate a cell proliferation response (Robledo et al., unpublished) but our results show that its up-regulated expression is not restricted to response to a skin wound.

Read annotation to *S. salar* NCBI sequences revealed predominantly MHC class I and II and other genes involved in antigen processing and presentation. 

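Summed over all contigs of MHC class I, the share of the counts was 0.207 ± 0.0581% in FMC, 0.179 ± 0.101% in SW1 and 0.212 ± 0.108% in SW2 (SD, n = 3 each). The log2 ratio to FMC was -0.21 for SW1 (p = 0.6, exact permutation test) and 0.03 for SW2 (p = 1). For MHC class II the share was 0.0516 ± 0.0238% in FMC, 0.0381 ± 0.0156% in SW1 and 0.0277 ± 0.0143% in SW2 (SD, n = 3 each), with log2 ratios of -0.44 (p = 0.5, exact permutation test) and -0.90 (p = 0.2). On the de novo reference, class I took 0.0248 ± 0.00529%, 0.0216 ± 0.0156% and 0.0221 ± 0.00703%, and class II 0.463 ± 0.103%, 0.439 ± 0.139% and 0.38 ± 0.0475% in FMC, SW1 and SW2, with exact permutation p-values from 0.3 to 0.9. The tests were two-sided, and with 3 fish against 3 the smallest p they can give is 0.1. As lists of single contigs, MHC class II had an adjusted p from camera of 0.0719 in SW1 vs. FMC and 0.158 in SW2 vs. FMC on the NCBI sequences, and on the de novo reference the adjusted p was 0.571 and 0.722 for class I and 0.815 and 0.523 for class II. Adjusted over the class II list alone, 4 contigs were higher and 0 lower in SW1 vs. FMC on the NCBI sequences, and 1 was higher and 1 lower in SW2 vs. FMC. From the annotation of the reads to the NCBI sequences, the paper states that MHC genes and other genes of antigen processing and presentation were the main group.

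**Figure D5:**
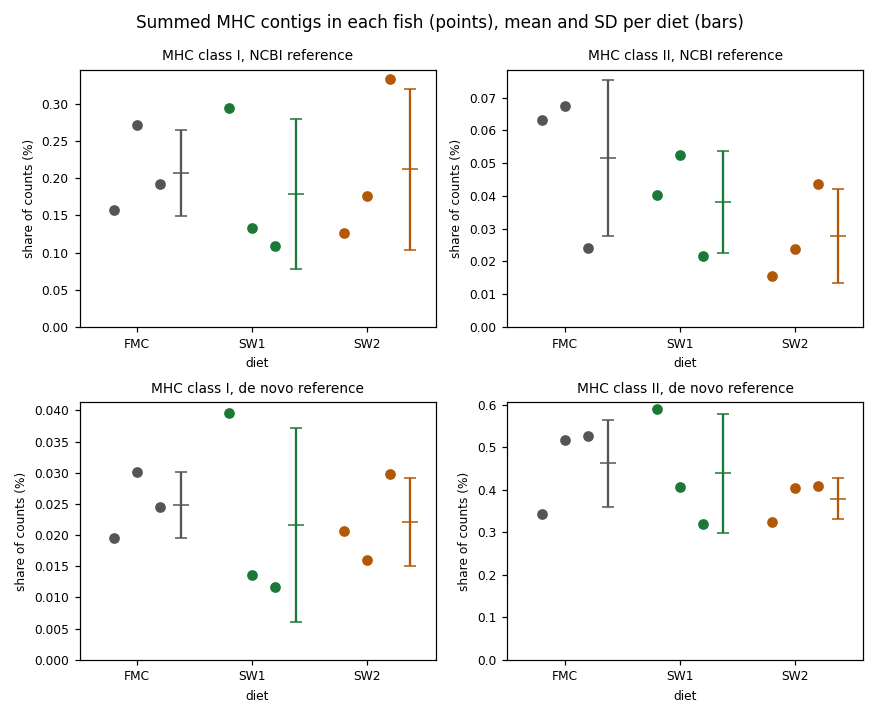
Share of the counts of each fish, in percent, taken by all contigs of MHC class I or class II on the NCBI and on the de novo reference, with 3 fish per diet. Points are fish, and the horizontal lines with bars are the mean ± SD of a diet; class I on the NCBI sequences is 0.207 ± 0.0581% in FMC and 0.179 ± 0.101% in SW1.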

Common for both SW1 vs. FMC and SW2 vs. FMC was also the expression of *CD209 antigen-like protein E* which is a putative pathogen-recognition receptor that may mediate the endocytosis of pathogens (Dettleff et al., 2017; Rozas-Serri et al., 2018). The particular transcript that was common for both groups was expressed only in the SW1 and SW2 groups (two and one fish, respectively) and not in the FMC controls. 

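The CD209 antigen-like protein E contig shared by the diets had counts of 0, 0 and 0 in the FMC fish, 0, 385 and 180 in the SW1 fish and 0, 325 and 0 in the SW2 fish. It was thus read in 2 SW1 fish and 1 SW2 fish, and 0 counts in a library of 2158027 or more allow at most 3 counts of it, counting error only. A CD209 antigen-like protein D contig, of the same lectin family, was read in every fish, with counts of 252, 84 and 246 in the FMC fish, 50, 272 and 66 in the SW1 fish and 252, 66 and 49 in the SW2 fish. CD209 antigen-like protein A on the de novo reference had log2 fold changes of 0.83 (SE 0.433) in SW1 vs. FMC and 0.12 (SE 0.37) in SW2 vs. FMC, with adjusted p of 1 and 0.982 from edgeR.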

*CD209 antigen-like protein* enhances the expression of Toll-like receptors (TLR; Geijtenbeek and Gringhuis, 2009) which in our study was only apparent for *TLR8* for diet SW2.

Mapping reads against the *de novo* assembled *S. salar* reference revealed more important genes that were differentially expressed for SW1 vs. FMC and SW2 vs. FMC. Highly up-regulated was the *Ig heavy chain V-III region HPC76 Fragment (M. musculus)*, which emphasizes the up-regulation of antigen recognition in fish fed with dietary seaweeds. Also up-regulated is *T-bet (O. mykiss)* which in Atlantic salmon plays an important role in Th1 T-helper cell differentiation (Kumari et al., 2015). Furthermore, among the up-regulated genes is *C-C motif chemokine 19 (M. musculus)* that may direct the improvement in chemotaxis and the chemokine-mediated signaling pathway which were identified through GO as important common pathways. 

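The Ig heavy chain V-III region HPC76 contig, a variable region of an antibody gene, had counts of 0, 2 and 0 in the FMC fish, 127, 24 and 14 in the SW1 fish and 0, 28 and 41 in the SW2 fish. It was read above 3 counts in all 3 SW1 fish and in 2 of the 3 SW2 fish, and in SW2 fish 1 it was not detectable at this depth, as in 2 FMC fish. The adjusted p was 0.591 in SW1 vs. FMC and 0.816 in SW2 vs. FMC over all contigs from edgeR, and 0.00435 in SW1 vs. FMC when adjusted over the list alone, a list in which the study named 4 contigs. The list of 46 B cell and immunoglobulin contigs had a median log2 fold change of -0.02 in SW1 vs. FMC (adjusted p = 0.885 from camera) and 0.03 in SW2 vs. FMC (adjusted p = 0.523). The constant part of IgM, an immunoglobulin mu heavy chain contig, had log2 fold changes of -0.05 (SE 0.35) and -0.78 (SE 0.301).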

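T-bet, the transcription factor of Th1 cells and of natural killer cells, had 17.6 ± 5.49 CPM in SW2, 11.9 ± 10.6 CPM in SW1 and 1.91 ± 0.435 CPM in FMC (SD, n = 3 each). The log2 fold change was 3.21 (SE 0.333) in SW2 vs. FMC and 2.64 (SE 0.657) in SW1 vs. FMC. All 3 SW2 fish lay above all 3 FMC fish, while SW1 fish 2 (2 CPM) lay within the FMC range of 1.41 to 2.2 CPM. The adjusted p from edgeR was 0.0814 in SW2 vs. FMC over all contigs and 5.41e-05 when adjusted over the list alone, in which T-bet is 1 of the 6 contigs the study named, and 1 in SW1 vs. FMC over all contigs.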

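C-C motif chemokine 19, which draws T cells and dendritic cells to lymphoid tissue, had 38.1, 519 and 189 CPM in the SW1 fish, 106, 310.5 and 134 CPM in the SW2 fish and 110.4, 23.8 and 132 CPM in the FMC fish. Its log2 fold change was 1.49 (SE 0.777) in SW1 vs. FMC (adjusted p = 1 from edgeR) and 1.05 (SE 0.544) in SW2 vs. FMC (adjusted p = 0.846), and SW1 fish 1 and SW2 fish 1 lay within the FMC range. It was low in both fish that stood apart, FMC fish 2 and SW1 fish 1, and without FMC fish 2 the values were 1.04 in SW1 vs. FMC and 0.61 in SW2 vs. FMC. From the direction of the genes behind the GO terms of Fig. 2, the paper concludes that both diets improved chemotaxis and chemokine signaling and reduced the defense against Gram-positive bacteria, and it reasons that seaweed-fed fish respond more efficiently.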

The up-regulated *nuclear receptor subfamily 1 group D member 2 (M. musculus)* is a transcriptional repressor that regulates genes involved in the inflammatory response (Lam et al., 2013). 

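NR1D2, a nuclear receptor that represses clock genes, had 8.99 ± 4.9 CPM in SW1, 6.11 ± 0.75 CPM in SW2 and 2.7 ± 1.4 CPM in FMC (SD, n = 3 each), and all 6 seaweed-fed fish lay above the 3 FMC fish. The log2 fold change was 1.75 (SE 0.483) in SW1 vs. FMC (adjusted p = 1 from edgeR) and 1.20 (SE 0.377) in SW2 vs. FMC (adjusted p = 0.816). For the mean of both diets against FMC the adjusted p was 1 over all contigs and 0.0388 when adjusted over the list alone. A second NR1D2 contig, which the study does not name, had 0.686, 1.07 and 1.13 CPM in the SW1 fish, 0.519, 0.746 and 1.5 CPM in the SW2 fish and 0.166, 0.116 and 0.224 CPM in the FMC fish.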

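The secretory phospholipase A2 receptor had log2 fold changes of 1.45 (SE 0.663) in SW1 vs. FMC and 1.68 (SE 0.523) in SW2 vs. FMC, with 0.249, 0.925 and 0.449 CPM in the FMC fish and 2.18, 1.07 and 1.81 CPM in the SW2 fish. Src-like-adapter 2, an adaptor of antigen receptors on lymphocytes, had 13.4 ± 5.16 CPM in SW1, 10.5 ± 1.88 CPM in SW2 and 5.23 ± 2.27 CPM in FMC (SD, n = 3 each), with all 6 seaweed-fed fish above the FMC fish. Its log2 fold changes were 1.35 (SE 0.423) and 1.02 (SE 0.337), and the smallest adjusted p of both contigs was 0.816 from edgeR.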

The up-regulated *Secretory phospholipase A2 receptor (P. abelii)* is involved in cytokine production and *Src-like-adapter 2 (H. sapiens)* negatively regulates T-cell receptor signaling (Holland et al., 2001).

*NF-kappa-B inhibitor alpha (S. salar)* is both up- and down-regulated and inhibits NF-kappa-B as mediator impacting processes such as apoptosis, proliferation, differentiation, and development (Lee et al., 2014). 

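The NF-kappa-B inhibitor alpha contig, the protein that holds NF-kappa-B in the cytoplasm, had counts of 0, 114 and 0 in the FMC fish, 202, 0 and 101 in the SW1 fish and 0, 36 and 1 in the SW2 fish. It was read above 1 count in 1 FMC fish, 2 SW1 fish and 1 SW2 fish, so its presence varied within each diet. The log2 fold change was 0.82 (SE 1.37) in SW1 vs. FMC (adjusted p = 1 from edgeR) and -1.71 (SE 1.51) in SW2 vs. FMC (adjusted p = 0.921), and -2.57 (SE 1.54) in SW2 vs. SW1 (adjusted p = 0.881), which tests the difference between the diets. FMC fish 2 was the only FMC fish with counts, so the lower value in SW2 vs. FMC rests on that fish, and without it no fold change is given.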

Then, in SW1 fish NF-kappa-B activity is inhibited while in SW2 fish NF-kappa-B activity is stimulated. Besides *NF-kappa-B inhibitor alpha (S. salar)*, also *glutamate dehydrogenase 1* and *serine incorporator 1* expression was in opposite direction for both experimental seaweed diets.

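Glutamate dehydrogenase 1, a mitochondrial enzyme of amino acid breakdown, had counts of 131, 56 and 82 in the FMC fish, 18, 79 and 12 in the SW1 fish and 350, 13 and 186 in the SW2 fish. Fitted log2 fold changes were -1.12 (SE 0.702) in SW1 vs. FMC (adjusted p = 1 from edgeR) and 1.08 (SE 0.714) in SW2 vs. FMC (adjusted p = 0.892), with SW1 fish 2 inside the FMC range and SW2 fish 2 at the level of the 2 low SW1 fish. Between the diets, SW2 vs. SW1, it was 2.22 (SE 0.896) (adjusted p = 0.858). No single contig could be matched to the serine incorporator 1 of the text.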

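N-acetylmuramoyl-L-alanine amidase, an enzyme that cleaves the peptidoglycan of bacterial walls, had 6.65, 185 and 17.2 CPM in the FMC fish, 24.2, 27.1 and 9.84 CPM in the SW1 fish and 10.8, 9.17 and 14.2 CPM in the SW2 fish. The log2 fold change was -1.78 (SE 0.913) in SW1 vs. FMC and -2.60 (SE 0.915) in SW2 vs. FMC, with adjusted p of 1 and 0.816 from edgeR. FMC fish 2 set the FMC level, and without it the log2 fold change in SW1 vs. FMC turned to 0.77 and that in SW2 vs. FMC was -0.03.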

Among the down-regulated genes is *N-acetylmuramoyl-L-alanine amidase (M. musculus)* which is involved in the reduction of the *defense response against Gram-positive bacterium* (e.g., Zhang et al., 2016 for turbot). Also down-regulated are three transcripts associated with *Heat shock cognate 71 kDa protein* (*G. gallus, O. latipes*, and *S. oedipus*), which binds LPS and then mediates the LPS-induced inflammatory response including TNF secretion by monocytes, and the cytokine receptor subunit *Cytokine receptor-like factor 1 (H. sapiens)*.

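The heat shock cognate 71 kDa protein, a constitutive chaperone, had 5.07, 46.2 and 7.96 CPM in the FMC fish, 3.84, 9.89 and 5.05 CPM in the SW1 fish and 2.39, 2.45 and 5.62 CPM in the SW2 fish for 1 of its 3 contigs. The log2 fold changes of the 3 contigs were -1.68, -1.67 and -1.90 in SW1 vs. FMC and -2.49, -2.56 and -2.22 in SW2 vs. FMC (SE 0.708 to 0.778), and all 3 were highest in FMC fish 2. Cytokine receptor-like factor 1 had log2 fold changes of -2.16 (SE 0.738) and -2.33 (SE 0.792), with 1.16, 2.89 and 0.337 CPM in the FMC fish. Among these 4 contigs the smallest adjusted p was 0.816 from edgeR. The list of 319 heat shock and chaperone contigs had a median of -0.03 in SW1 vs. FMC (adjusted p = 0.364 from camera) and 0.07 in SW2 vs. FMC (adjusted p = 0.277). Without FMC fish 2 the log2 fold changes of the 3 heat shock cognate contigs were -0.076, 0.082 and -0.093 in SW1 vs. FMC, where 1 turned, and -0.87, -0.80 and -0.41 in SW2 vs. FMC.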

### Specific Immunomodulatory Effects of 10% *Laminaria digitata* Inclusion

Annotation of reads to the *de novo* assembled reference showed that specific immunomodulatory effects of dietary *Laminaria digitata* include mostly down-regulated gene expression in the *cytokine-mediated signaling pathway*, specifically the *interferon-gamma-mediated signaling pathway*. 

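Viperin, an antiviral protein that interferon induces, had a log2 fold change of -0.96 (SE 0.593) in SW1 vs. FMC, with 33.7, 31.4 and 23.2 CPM in the SW1 fish and 16.4, 124 and 30.5 CPM in the FMC fish. Interleukin-1 beta, a cytokine of acute inflammation, had -1.76 (SE 0.604) for 1 contig and -1.003 (SE 0.532) for another. Interferon-inducible Gig2-like protein had -1.99 (SE 1.04) on the NCBI sequences, and myxovirus resistance 1 had 0.84 (SE 0.501). Without FMC fish 2, the direction turned for viperin, to 0.32, and for Gig2-like protein, to 0.26. The smallest adjusted p of these 5 contigs was 1 from edgeR. On the NCBI sequences the interferon response list of 19 contigs had a median of 0.05 in SW1 vs. FMC (adjusted p = 0.551 from camera).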

The interferon-gamma-receptors are internalized after binding and through clathrin-coated pits delivered to the sorting endosome (Blouin and Lamaze, 2013). The specific modulatory effects of *Laminaria digitata* included the reduction of this process.

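The macrophage migration inhibitory factor contig was read in 1 fish, SW1 fish 1, with 37 counts, and had 0 counts in the other 8 fish. At 10.7 CPM in that fish and 0 counts in SW1 fish 2 and 3, its spread within SW1 was as large as its difference from FMC (adjusted p = 1 from edgeR). The T-cell receptor alpha chain V region 2B4 contig of Table 4 had counts of 0, 2 and 3 in the FMC fish, 37, 7 and 5 in the SW1 fish and 1, 2 and 5 in the SW2 fish, and a second contig of that region, with more counts, had a log2 fold change of 0.81 (SE 0.367). For that second contig, the SW1 level was 46.4 ± 17.5 CPM and the FMC level 26.1 ± 6.31 CPM (SD, n = 3 each), with an adjusted p of 1.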

Besides MHC class I genes and a T-cell receptor, specific for the SW1 immunomodulatory effect was the expression of *macrophage migration inhibitory factor* (MIF), which is a widely expressed pro-inflammatory cytokine inhibiting the random migration of macrophages (Jin et al., 2007) which again emphasizes the importance of the *cytokine-mediated signaling pathway*.

Mapping reads against the *de novo* assembled *S. salar* reference also revealed a MHC I gene as very important and specific for SW1 vs. FMC: *Major histocompatibility complex class I-related gene protein (M. musculus)* which was up-regulated at fc 1,681. 

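The MHC class I-related gene contig, named after its match in the mouse, had 2712 counts in SW1 fish 1 and 1 or 0 counts in the other 8 fish. At 186 CPM in 1 SW1 fish and 0.0871 CPM or less in the other 2, the mean of SW1 rests on 1 fish (adjusted p = 1 from edgeR). SW1 fish 1 was also the fish with 529 counts of the class I allele UBA*0901 on the NCBI sequences.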

Second in line was *sorting nexin-18 (S. salar)*, involved in endocytosis (Park et al., 2010), with up-regulated expression at fc 71.3. 

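Sorting nexin-18, which shapes membranes during endocytosis, had 27.8, 2.81 and 7.75 CPM in the SW1 fish, 0.0831, 0.231 and 0.224 CPM in the FMC fish and 0, 0.107 and 0 CPM in the SW2 fish. All 3 SW1 fish lay above all other fish, and the log2 fold change in SW1 vs. FMC was 6.13 (SE 0.901) (adjusted p = 0.24 over all contigs from edgeR, 0.0101 when adjusted over the list alone). In SW2 vs. SW1 the adjusted p over all contigs was 0.0949. Sorting nexin-24, of the same family, had 1.10 (SE 0.335) in SW1 vs. FMC and 0.97 (SE 0.29) in SW2 vs. FMC.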

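C-X-C motif chemokine 13, which draws B cells into follicles, had 0.48, 72.7 and 18.7 CPM in the SW1 fish and 6.56, 0.693 and 9.2 CPM in the FMC fish. The log2 fold change was 2.47 (SE 1.14) (adjusted p = 1 from edgeR), and SW1 fish 1 lay below all FMC fish. DOCK2, an activator of the cytoskeleton in migrating lymphocytes, had a log2 fold change of 1.65 (SE 0.82) (adjusted p = 1), with 0.275, 2.67 and 5.75 CPM in the SW1 fish and 0.415, 0.809 and 1.57 CPM in the FMC fish.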

Other important up-regulated genes were *C-X-C motif chemokine 13 (H. sapiens)*, chemotactic for B-lymphocytes, and *dedicator of cytokinesis protein 2 (O. mykiss)* also involved in chemotaxis by making arrangements for lymphocyte migration in response of chemokines.

Down-regulated genes include *class I histocompatibility antigen, F10 alpha chain (G. gallus)* and *class I histocompatibility antigen, A9/A9 alpha chain (C. familiaris)*, involved in the presentation of foreign antigens to the immune system. Also down-regulated is the *signal transducer and activator of transcription 1* or *STAT1* (two transcripts: *M. musculus* and alpha/beta; *H. sapiens*), which stimulates the expression of genes in response to an interferon signal (Skjesol et al., 2010). 

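The class I antigen F10 alpha chain contig had counts of 0, 441 and 305 in the FMC fish, 116, 28 and 0 in the SW1 fish and 241, 180 and 434 in the SW2 fish, so 1 FMC fish lacked it as 1 SW1 fish did. The class I antigen A9/A9 alpha chain contig had 14.7 ± 8.19 CPM in SW1 and 76.8 ± 26.1 CPM in FMC (SD, n = 3 each), with all 3 SW1 fish below the FMC fish. In SW1 vs. FMC the log2 fold change was -2.40 (SE 0.449) (adjusted p = 0.696 over all contigs from edgeR, 0.00275 when adjusted over the list alone), and in SW2 vs. FMC it was -0.10 (SE 0.576).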

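Gamma-interferon-inducible lysosomal thiol reductase, which unfolds antigens for MHC class II, had counts of 23, 0 and 5 in the FMC fish, 1, 1 and 3 in the SW1 fish and 6, 3 and 7 in the SW2 fish. FMC fish 2 had none and FMC fish 1 most of the FMC counts, and the log2 fold change in SW1 vs. FMC was -2.45 (SE 1.05) (adjusted p = 1 from edgeR).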

STAT1 and the *gamma-interferon-inducible lysosomal thiol reductase precursor (S. salar)* both contribute to the down-regulated *interferon-gamma-mediated signaling pathway*.

### Specific Immunomodulatory Effects of 10% Inclusion of a Commercial Blend of Seaweeds

Annotation of reads to the *de novo* assembled reference showed that specific immunomodulatory effects of including a commercial blend of seaweeds, in this case Oceanfeed^®^, include up-regulated gene expression in *receptor-mediated endocytosis* and *cell adhesion*, and *response to lipopolysaccharide* and *inflammatory response*: processes that are supposedly improved by the commercial blend of seaweeds. 

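Macrophage mannose receptor 1, an endocytic receptor for microbial sugars, had 8.81 ± 2.38 CPM in SW2 and 3.92 ± 0.498 CPM in FMC (SD, n = 3 each), a log2 fold change of 1.16 (SE 0.284), and lysosome membrane protein 2 one of 1.03 (SE 0.298). The AP-3 complex subunit delta-1, which sorts proteins to lysosomes, had 1.28 (SE 0.321). Fibronectin, named by the study, had 1.03 (SE 0.294). Of genes that respond to LPS, immune-responsive gene 1, an enzyme of activated macrophages, had 6.23, 23.7 and 13 CPM in the SW2 fish and 6.9, 1.27 and 7.96 CPM in the FMC fish (log2 fold change 1.40 (SE 0.568)), and matrix metalloproteinase-14 had 0.99 (SE 0.574). Both were lowest among the FMC fish in FMC fish 2. Over these 6 contigs the smallest adjusted p was 0.816 from edgeR.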

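RelB, the subunit of the alternative NF-kappa-B pathway, had 0.519, 0.32 and 1.2 CPM in the SW2 fish and 1.58, 2.54 and 3.03 CPM in the FMC fish, a log2 fold change of -1.76 (SE 0.489), while a second RelB contig had 0.68 (SE 0.318). Viperin had a log2 fold change of -1.91 (SE 0.6) in SW2 vs. FMC, with 10.3, 16.7 and 18.5 CPM in the SW2 fish and 16.4, 124 and 30.5 CPM in the FMC fish, and the value was -0.61 without FMC fish 2, the highest of them. B-cell lymphoma 3 protein, a partner of NF-kappa-B, had 0.75 (SE 0.337), and MALT1, a protease that activates the pathway, 0.95 (SE 0.373). The smallest adjusted p of these 5 contigs was 0.816 from edgeR.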

Biological processes such as *NIK/NF-kappa-B signaling* and *defense response to virus* were reduced in their functioning. Genes involved in the *innate immune response* were both up- and down-regulated.

By far most genes that were differentially regulated were associated with the specific modulatory effects of Oceanfeed^®^. Similar to *Laminaria digitata*, read annotation to the *S. salar* NCBI sequences revealed *MHC class I* genes being up-and downregulated, *MHC class II* genes were up-regulated. Also up-regulated was *tumor necrosis factor receptor superfamily member 11B precursor* that binds cytokine tumor necrosis factor causing cell death, which is in line with the down-regulation of *anamorsin* that is involved in the negative control of cell death upon cytokine withdrawal. 

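Among class I contigs read in every fish, the allele UBA*3501 had 22.3 ± 6.34 CPM in SW2 and 175 ± 102 CPM in FMC (SD, n = 3 each), with all 3 SW2 fish below the FMC fish. The fitted log2 fold change was -2.97 (SE 0.446) (adjusted p = 0.5 over all contigs from edgeR, 0.00387 when adjusted over the list alone). The class I F10 alpha chain contig had 158, 46 and 43 counts in the SW2 fish and 272, 488 and 227 in the FMC fish, a log2 fold change of -1.95 (SE 0.562) (adjusted p = 0.861). The beta-2-microglobulin contig that was read in every fish had 1.04 (SE 0.291).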

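Tumor necrosis factor receptor superfamily member 11B, a decoy receptor of the TNF family, had counts of 25, 9 and 89 in the FMC fish, 17, 206 and 150 in the SW1 fish and 26, 226 and 247 in the SW2 fish on the NCBI sequences. Its log2 fold change in SW2 vs. FMC was 2.06 (SE 0.904) (adjusted p = 0.861 from edgeR), and SW2 fish 1 (26 counts) lay within the FMC range. Anamorsin, an iron-sulfur protein, had counts of 14, 0 and 24 in the FMC fish, 28, 32 and 25 in the SW1 fish and 0, 0 and 0 in the SW2 fish, so it was not detectable in the SW2 fish or in FMC fish 2 and was read in all 3 SW1 fish.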

Other up-regulated genes were *Ig kappa chain V-IV region Len* which is involved in antigen binding and *CD209 antigen-like protein E* involved in endocytosis. 

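The Ig kappa chain V-IV region Len contig, an antibody light chain, had counts of 210, 40 and 120 in the FMC fish, 57, 136 and 138 in the SW1 fish and 146, 140 and 695 in the SW2 fish and a log2 fold change of 1.52 (SE 0.68) in SW2 vs. FMC (adjusted p = 0.861 from edgeR). The CD209 antigen-like protein E contig given for SW2 had counts of 102, 0 and 98 in the FMC fish, 0, 153 and 134 in the SW1 fish and 189, 263 and 127 in the SW2 fish. It was thus absent from 1 FMC fish and 1 SW1 fish and read in the other 7 fish, with a log2 fold change of 1.68 (SE 0.927) (adjusted p = 0.883).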

*Proliferating cell nuclear antigen* is essential for DNA replication and its expression was down-regulated.

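The proliferating cell nuclear antigen contig of Table 4, a clamp of DNA replication, had over 5 counts in 2 fish, FMC fish 1 (63) and SW1 fish 2 (61), and 5 or fewer in the other 7. Its log2 fold change in SW2 vs. FMC was -3.12 (SE 1.43) (adjusted p = 0.861 from edgeR). The NCBI list of cell cycle and DNA replication had 12 of 16 contigs above 0 in SW2 vs. FMC (median 0.17, adjusted p = 0.164 from camera).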

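Transferrin receptor protein 1, the iron import receptor, had 163, 759 and 380.2 CPM in the SW2 fish and 271, 74.8 and 142 CPM in the FMC fish, a log2 fold change of 1.41 (SE 0.53). Chemokine receptor-like 1, which senses chemerin, had a log2 fold change of 1.16 (SE 0.34), and C-X-C chemokine receptor type 1, a neutrophil receptor for interleukin-8, one of 0.98 (SE 0.311). NR5A2, a nuclear receptor that drives steroid synthesis genes, had 18.9 ± 8.36 CPM in SW2 and 6.5 ± 4.1 CPM in FMC (SD, n = 3 each), with a log2 fold change of 1.56 (SE 0.463), and the cholecystokinin receptor type A, a receptor of gut peptides, one of 1.51 (SE 0.451). Interleukin-13 receptor alpha-2 varied within each diet, with 16.4, 0.462 and 0.337 CPM in the FMC fish, 0.48, 58.6 and 0.436 CPM in the SW1 fish and 53, 0.426 and 20 CPM in the SW2 fish. The T-cell receptor gamma contig had counts of 2, 0 and 0 in the FMC fish, 9, 1 and 8 in the SW1 fish and 8, 4 and 9 in the SW2 fish. The TNF receptor 11B contig had 108, 307 and 164 CPM in the SW2 fish and 79.6, 9.25 and 144 CPM in the FMC fish, a log2 fold change of 1.31 (SE 0.689), its lowest FMC value in FMC fish 2. At the lowest, the adjusted p of these contigs was 0.816 from edgeR.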

Mapping reads against the *de novo* assembled *S. salar* reference revealed strongly up-regulated expression of important immune receptors such as *T-cell receptor gamma (S. salar)*; *cholecystokinin receptor type A (M. musculus* and *C. familiaris)*; *Interleukin-13 receptor alpha-2 (S. salar)*; *scavenger receptor cysteine-rich type 1 protein M130 (M. musculus)* and *protein M160 (H. sapiens)*; *transferrin receptor protein 1 (C. familiaris)*; *tumor necrosis factor receptor superfamily member 11B (H. sapiens)*; *macrophage mannose receptor 1 (M. musculus)*; *chemokine receptor-like 1 (O. mykiss)*; *C-X-C chemokine receptor type 1 (O. cuniculus)* and the *nuclear receptor subfamily 5 group A member 2 (H. sapiens)*, which agrees with the increased responsiveness as determined by gene ontology. 

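TNF-inducible gene 6 protein, which binds hyaluronan at sites of inflammation, had counts of 1, 3 and 0 in the FMC fish, 4, 0 and 6 in the SW1 fish and 5, 3 and 15 in the SW2 fish and an adjusted p of 0.816 in SW2 vs. FMC from edgeR. Toll-like receptor 8, a sensor of single-stranded RNA, had 2.24, 0 and 0 CPM in the FMC fish, 1.72, 3.48 and 2.44 CPM in the SW1 fish and 1.04, 1.39 and 4.51 CPM in the SW2 fish. Its log2 fold change was 1.58 (SE 0.903) in SW1 vs. FMC (adjusted p = 1) and 1.46 (SE 0.96) in SW2 vs. FMC (adjusted p = 0.891). Other Toll-like receptors had log2 fold changes in SW2 vs. FMC of 1.29 (SE 0.55) for type 7 and 1.22 (SE 0.417) for type 5, the receptor of bacterial flagellin, and of -1.43 (SE 0.536) for a contig of type 13.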

Other important up-regulated genes include *tumor necrosis factor-inducible gene 6 protein (O. cuniculus)* and the *toll-like receptor 8 (S. salar)* that, like other members of the TLR family, plays a fundamental role in pathogen recognition and activation of innate immunity by production of cytokines (Rebl et al., 2010; Pietretti and Wiegertjes, 2014). 

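The LPS-induced TNF-alpha factor had 3.11, 3.52 and 3.21 CPM in the SW2 fish and 2.58, 24 and 7.07 CPM in the FMC fish, a log2 fold change of -1.76 (SE 0.62). The FL cytokine receptor, which acts in early blood cells, had a log2 fold change of -2.38 (SE 0.598) and the proteasome activator complex subunit 4-like contig one of -2.10 (SE 0.795). TNF alpha-induced protein 3, an inhibitor of NF-kappa-B signaling, had 18 counts in FMC fish 2 and 4 or fewer in the other 8 fish. The 2 contigs of cytokine inducible SH2-containing protein, a feedback inhibitor of cytokine receptors, had -2.13 (SE 0.991) and -1.89 (SE 0.931), both highest in FMC fish 2. Without FMC fish 2 these 2 turned, to 0.35 and 0.23, and the LPS-induced TNF-alpha factor was at -0.51. The smallest adjusted p of these contigs was 0.816 from edgeR.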

Important down-regulated genes include cytokine-related genes, such as the *tumor necrosis factor alpha-induced protein 3 (O. mykiss)* and the *lipopolysaccharide-induced tumor necrosis factor-alpha (S. salar)*; the *cytokine inducible SH2-containing protein (S. salar)* and the *FL cytokine receptor precursor (S. salar)*, and the *proteasome activator complex subunit 4-like (O. niloticus)*. Down-regulation of the *myxovirus resistance 1 (S. salar)* illustrates the reduced viral immune response.

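Myxovirus resistance 1, an antiviral GTPase that interferon induces, had 1.45, 1.49 and 0.903 CPM in the SW2 fish and 2.08, 14.3 and 3.14 CPM in the FMC fish, a log2 fold change of -2.32 (SE 0.662) (adjusted p = 0.816 from edgeR). All 3 SW2 fish lay below the FMC fish. Without FMC fish 2 the log2 fold change was -0.99. On the NCBI sequences, a contig of the same gene had 0.18 (SE 0.541).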

### RNAseq Validation and Analyses on the Physiological Process Level

RNAseq data in this study were not validated by RT-qPCR. Unlike with microarray data, the verification of RNAseq data by RT-qPCR is often done but not necessarily required. RNAseq and RT-qPCR are two different methods with a different dynamic range of sensitivities. RNAseq has a much broader linear range than microarrays and the statistical analyses by DESeq are very stringent. RT-qPCR itself is often not even well validated according to MIQE guidelines. Validation using RT-qPCR on the same RNA samples as assayed in the RNA-seq analysis only validates the technology, it does not validate the conclusion about the treatments or conditions (Fang and Cui, 2011). Moreover, RNAseq represents a high-throughput transcriptomic approach, specifically useful when analysing on the level of physiological processes (e.g., Palstra et al., 2015; Rurangwa et al., 2015) which was also the main aim of this study. This paper is aimed to be a first step toward a project on the immune modulating effects of seaweeds in which this study can be followed up by dedicated RT-qPCR studies to validate the results obtained on a new and larger set of samples.

## Conclusion

In conclusion, Atlantic salmon fed with dietary seaweeds showed more homogenous growth but was not different in FCR. In general no major differences in performance were found in comparison with fishmeal fed fish. However, the dietary seaweeds provoke a more efficient immune response, which involves more efficient identification of the infection site and processing and presentation of antigens. Specific *Laminaria digitata* effects included reduction of *interferon-gamma-mediated signaling*. The commercial blend of seaweeds improved immune processes such as *receptor-mediated endocytosis* and *cell adhesion*, and increased the expression of genes involved in *response to lipopolysaccharide* and *inflammatory response*. It can be concluded that the inclusion of seaweeds such as *Laminaria digitata*, can have important modulatory effects on the immune capacity of Atlantic salmon resulting in a more efficient immune response.

## Data Availability

The raw data supporting the conclusions of this manuscript will be made available by the authors, without undue reservation, to any qualified researcher.

## Author Contributions

AP and JK: conception and design of the study. AP, JK, ABG, and RD: acquisition of data. AP, JK, and RD: analysis and interpretation of data. AP, JK, RD, and MP: drafted the manuscript and reviewed. All authors read and approved the final manuscript.

## Conflict of Interest Statement

RD was employed by company ZF-screens B.V. The other authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.ncbi.nlm.nih.gov/geo/

# Supplementary material for: Immunomodulatory Effects of Dietary Seaweeds in LPS Challenged Atlantic Salmon Salmo salar as Determined by Deep RNA Sequencing of the Head Kidney Transcriptome
**Source:** Front Physiol. 2018 Jun 1;9:625. doi: 10.3389/fphys.2018.00625
**Supplement:** Supplementary file 1

**Supplementary material:** Differentially expressed immune response genes (P<0.01), specific for the comparison SW1 *vs*. FMC, SW2 *vs*. FMC and those in common as a result of strategy 2; Mapping reads against de novo assembled *Salmo salar* reference. Expression is given by fold change (fc) and Inf indicates that expression was unique for the particular comparison. Gene descriptions in bold indicate genes that contribute to immune GO analysis.

How the deposited data were processed for this re-analysis (not part of the article)

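Head kidney RNA of 9 Atlantic salmon was sequenced by the authors, from 3 fish per diet and 1 fish per tank. The diets were the fishmeal control (FMC), a diet with 10% L. digitata (SW1) and a diet with 10% of the Oceanfeed blend (SW2), fed for 42 days, and all fish were sampled 68 to 70 h after an injection of LPS at 6 mg per kg. No fish without the injection is among the samples used here, so no value separates the response to LPS from the effect of a diet.

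The authors made the deposited counts by aligning the reads of each fish with TopHat (version 2.0.5 in the submitters' processing notes) and counting them per sequence with HTSeq 0.5.3p9, after removing secondary alignments with SAMtools 0.1.18. They did this once against 48223 cDNA sequences of S. salar from NCBI (the NCBI reference) and once against 87600 contigs that they assembled de novo from all reads with CLC bio (the de novo reference). The values are raw counts per contig and fish, not normalized and not pooled. The authors' deposited tables also hold, for each seaweed diet against FMC, the fold change as a ratio of mean normalized counts and a p-value before and after adjustment, all from DESeq (R/Bioconductor 2.11). These were used for matching the contigs that the paper names, for the comparison with the paper's values and as 1 alternative. Neither reference has genome coordinates, so contigs are named by their description, which for the de novo reference is the best match in a sequence database and often a gene of another species.

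Everything else was computed here from the counts. Libraries were scaled by TMM in edgeR 4.0.16 (R 4.3.3). Contigs with at least 10 counts summed over the fish of a fit were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the contigs tested and a threshold of an adjusted p under 0.05. SW1 vs. FMC and SW2 vs. FMC were fitted with the 6 fish of the comparison, as in the paper. The mean of both seaweed diets vs. FMC and SW2 vs. SW1 were fitted with all 9 fish in 3 groups. These 4 comparisons were made on both references. The paper used p-values under 0.05 and under 0.01 for the de novo reference, and counts at these unadjusted p-values are given beside the adjusted ones. With no change, shares of 0.05 and 0.01 of the contigs tested would be expected to reach them. The SE of a log2 fold change is its size divided by the square root of the F statistic. CPM are counts scaled to 1e6 per TMM-scaled library, log2 values have a prior count of 2, and a mean is given ± SD over the fish. Where all fish of a diet had 0 counts, or a diet had 3 counts or fewer in total, the counts are given and no fold change.

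The rule for named contigs, the 28 gene lists and the tests were fixed before the data were examined, while the paper's own fold changes had been seen. Named are contigs that the paper names, matched by its description and its deposited fold change, up to 10 contigs per comparison with the largest change among those with an adjusted p under 0.05, groups fully apart and a description that names a protein, and up to 4 members with the smallest p of each list. Lists were taken from the descriptions by fixed words and tested with camera in limma 3.58.1 at a correlation of 0.01 between members, and again with an estimated correlation. They are MHC class I, MHC class II, chemokines and their receptors, interferon response, NF-kappa-B pathway, acute inflammation, Toll-like receptors, B cells and immunoglobulin, T cells and cytotoxic cells, macrophages, neutrophil granules, erythroid cells, thrombocytes, interrenal steroid synthesis, chromaffin cells, kidney tubule and glomerulus, heat shock and chaperones, proteasome, cell cycle and DNA replication, glycolysis and hypoxia, circadian clock, glucocorticoid response, complement, cell adhesion, lysosome and endocytosis, mitochondrial transcripts, ribosomal proteins, and transposon and retrovirus sequences. Members were also adjusted over the list alone. Where a list holds contigs that the study named from these fish, their number is given, and its direction is then not independent evidence. Summed shares of MHC contigs per fish were compared by an exact permutation test, whose smallest p is 0.1 for 3 fish against 3.

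On the NCBI reference the counts per fish were 2158027 to 3017111 (median 2292421) in FMC, 2294055 to 3203677 (median 2948043) in SW1 and 2365570 to 2808447 (median 2443069) in SW2. On the de novo reference they were 8259299 to 11904385 (median 8783161), 8892018 to 12228633 (median 11227584) and 9330126 to 11236432 (median 9460513). Fish of 1 diet differed by more than the sampling noise (chi-square per degree of freedom 5.38 to 34.4 over contigs with at least 20 counts in the pair), so each library was counted as 1 fish. The steps were tested on simulated counts with changed contigs of known size. The changed contigs were drawn only from contigs at or above the median total count, so recovery among contigs with fewer counts was not tested. For SW1 vs. FMC on the NCBI reference (22404 contigs), edgeR found 95.5% of the 8-fold, 53.7% of the 4-fold and 4.5% of the 2-fold changes, and for SW2 vs. FMC (22144 contigs) 95.5%, 65.7% and 3%. On the de novo reference it found 93.9%, 44.8% and 3% for SW1 vs. FMC (86992 contigs) and 93.9%, 73.1% and 9% for SW2 vs. FMC (86632 contigs). Unchanged contigs that were called numbered 12, 11, 15 and 19 in the same order, so the simulation recovers few changes of 2-fold and most of 8-fold at this number of fish.

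The alternatives were RLE size factors and upper quartile scaling, no filter and a stricter filter of at least 10 counts in 3 libraries, DESeq2 1.42.0, limma on log2(value + 1), limma voom with quality weights, the replicate number as a block, all 9 libraries in 1 fit, the authors' p-values over the contigs tested here, and leaving out each fish in turn. Leaving out FMC fish 2 and SW1 fish 1 together was added after these fish were seen to stand apart. Both seaweed diets are compared with the same 3 FMC fish, so overlaps were set beside simulated counts with no difference between diets. In these all 9 libraries were simulated, and both comparisons used the same simulated FMC libraries. Scripts ran in R and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The growth and hematology measurements of the paper have no counts and were not analysed here, and its GO enrichment was not repeated. Not all genes that the paper names are reported here.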

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

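The splits of the fish in this part were chosen after the result was seen.

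Contig 45761 of the de novo reference, a sequence matching an unnamed trout transcript, is outside the contigs that the paper discusses. Its log2 fold change was 3.93 in SW1 vs. FMC and -4.28 in SW2 vs. SW1 (adjusted p = 0.0026 from edgeR), the only contig called in the latter comparison on this reference, and the 2 diets thus differed by a test of the difference itself. The 3 SW2 fish had 1.04, 1.07 and 0.803 CPM and the 3 SW1 fish 18.9, 21.9 and 16.5 CPM. With 1 fish left out, the adjusted p for SW1 vs. FMC was 0.05 or more without FMC fish 1 (0.0657), without FMC fish 3 (0.217), without SW1 fish 1 (0.0615), without SW1 fish 2 (0.111) and without SW1 fish 3 (0.341). For SW2 vs. SW1 it was 0.05 or more without SW2 fish 1 (0.0879). Of the 10 splits of the 6 fish of SW1 and FMC, 2 gave as many called contigs as the diets (3, highest other 8), and of those of SW2 and SW1, 4 did (1, highest other 4), and 10 splits are too few for a share under 5%.

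The steroid synthesis and circadian clock lists were fixed as groups that the paper does not discuss, and both were higher in SW2 vs. FMC on the de novo reference, with median log2 fold changes of 0.82 and 0.25. The clock call was lost without FMC fish 1 (adjusted p = 0.245) and without SW2 fish 3 (adjusted p = 0.0609), and the steroid call was not lost without any 1 fish. Both calls were lost with an estimated correlation (adjusted p = 0.605 and adjusted p = 0.468).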

How the results depend on the processing

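The comparison without FMC fish 2 and SW1 fish 1, the fish that stood apart, was chosen after the result was seen. Counts of contigs at an adjusted p under 0.05 are given in the order SW1 vs. FMC, SW2 vs. FMC, both seaweeds vs. FMC and SW2 vs. SW1. With edgeR as described they were 0, 0, 0 and 0 on the NCBI and 3, 0, 0 and 1 on the de novo reference. RLE size factors gave 0, 0, 0 and 0 on the NCBI and 3, 0, 0 and 1 on the de novo reference, and upper quartile scaling 0, 0, 0 and 0 on the NCBI and 3, 0, 0 and 1 on the de novo reference. Without a filter they were 8, 0, 1 and 1 on the NCBI and 3, 0, 0 and 1 on the de novo reference, and with the stricter filter 0, 0, 0 and 0 on the NCBI and 0, 0, 0 and 1 on the de novo reference. DESeq2 called 32, 28, 16 and 22 on the NCBI and 28, 38, 21 and 34 on the de novo reference, limma on log2(value + 1) 5, 0, 1 and 1 on the NCBI and 4, 0, 1 and 2 on the de novo reference and limma voom with quality weights 3, 1, 0 and 0 on the NCBI and 167, 151, 104 and 6159 on the de novo reference. With all 9 libraries in 1 fit, SW1 vs. FMC and SW2 vs. FMC had 0 and 0 on the NCBI and 1 and 0 on the de novo reference. The authors' p-values over the contigs tested here called 150 and 261 on the NCBI and 187 and 486 on the de novo reference in these 2 comparisons, an unadjusted p under 0.05 was reached by 413 and 1285 on the NCBI and 1469 and 5255 on the de novo reference, and one under 0.01 by 95 and 225 on the NCBI and 268 and 1042 on the de novo reference. In both comparisons together these were 112 and 25 contigs on the NCBI and 438 and 54 on the de novo reference. Without both fish that stood apart, of which SW2 vs. FMC holds only FMC fish 2, the counts were 13, 1, 1 and 0 on the NCBI and 81, 7, 0 and 52 on the de novo reference. Leaving out 1 fish gave, in the same order, 0 to 7 (SW1 fish 2), 0 to 5 (SW2 fish 3), 0 to 2 (FMC fish 3) and 0 to 3 (SW2 fish 3) on the NCBI and 0 to 7 (FMC fish 2), 0 to 7 (FMC fish 2), 0 to 2 (FMC fish 3) and 0 to 9 (SW1 fish 2) on the de novo reference, where the fish in parentheses is the one left out at the highest count. The cause was not tested for any of these changes. The voom weights on the de novo reference were uneven. For SW2 vs. SW1, SW1 fish 3 had a weight of 7.05, against 0.273 and 0.432 for SW1 fish 1 and 2. For SW2 vs. FMC, FMC fish 3 had 3.07, against 0.573 and 0.282 for FMC fish 1 and 2. Voom values on this reference thus lean on single fish.

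The replicate numbers of the labels do not tie fish of different diets together. Deviations of same-numbered fish from their diet's mean had correlations of -0.321 to 0.183, and not every fish correlated best with its own number. With the replicate number as a block, the counts were 1, 0, 0 and 0 on the NCBI and 0, 10, 0 and 1 on the de novo reference.

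Gene lists called were 3, 4, 10 and 2 on the NCBI and 4, 9, 5 and 3 on the de novo reference. With an estimated correlation they were 0, 0, 0 and 0 on the NCBI and 0, 0, 0 and 0 on the de novo reference, over members with at least 10 counts in 3 libraries 2, 1, 8 and 4 on the NCBI and 5, 9, 6 and 5 on the de novo reference, and without both fish that stood apart 1, 6, 5 and 0 on the NCBI and 3, 14, 12 and 8 on the de novo reference. Leaving out 1 fish gave 2 to 8 (SW1 fish 2), 1 to 6 (FMC fish 2), 3 to 9 (SW2 fish 3) and 0 to 4 (SW1 fish 2) on the NCBI and 2 to 10 (SW1 fish 1), 6 to 14 (FMC fish 2), 4 to 12 (FMC fish 2) and 3 to 8 (SW1 fish 1) on the de novo reference. Over the 40 calls of a list, 271 of 419 alternative values kept direction and side of the threshold, 139 kept the direction only and 9 turned, for 6 lists. These were the erythroid cells list in SW1 vs. FMC on the NCBI reference (adjusted p 0.205 without FMC fish 2, and 7.14e-09 to 0.744 over the fits without 1 fish), the B cells and immunoglobulin list in both seaweeds vs. FMC on the NCBI reference (adjusted p 0.235 without FMC fish 2, and 4.22e-06 to 0.982 over the fits without 1 fish), the erythroid cells list in both seaweeds vs. FMC on the NCBI reference (adjusted p 0.418 without both and 0.109 without FMC fish 2, and 1.33e-08 to 0.109 over the fits without 1 fish), the erythroid cells list in SW1 vs. FMC on the de novo reference (adjusted p 0.886 without FMC fish 2, and 0.000543 to 0.886 over the fits without 1 fish), the proteasome list in SW2 vs. FMC on the de novo reference (adjusted p 0.13 without both and 0.13 without FMC fish 2, and 0.000503 to 0.246 over the fits without 1 fish) and the cell cycle and DNA replication list in SW2 vs. FMC on the de novo reference (adjusted p 0.0122 without both and 0.0122 without FMC fish 2, and 5.65e-06 to 0.105 over the fits without 1 fish).

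The log2 ratio of the summed MHC shares changed sign for MHC class I in SW1 vs. FMC on the NCBI reference from -0.21 to 0.046 without SW1 fish 3 and 0.030 without FMC fish 2 (-0.77 to 0.046 over the fish), MHC class I in SW1 vs. FMC on the de novo reference from -0.20 to 0.049 without SW1 fish 2 and 0.10 without SW1 fish 3 (-0.98 to 0.10 over the fish), MHC class I in SW2 vs. FMC on the NCBI reference from 0.034 to -0.45 without SW2 fish 3, -0.13 without FMC fish 1 and -0.017 without FMC fish 3 (-0.45 to 0.30 over the fish), MHC class I in SW2 vs. FMC on the de novo reference from -0.17 to 0.024 without SW2 fish 2 and 0.002 without FMC fish 2 (-0.44 to 0.024 over the fish) and MHC class II in SW1 vs. FMC on the de novo reference from -0.077 to 0.11 without SW1 fish 3, 0.009 without FMC fish 2 and 0.028 without FMC fish 3 (-0.35 to 0.11 over the fish), and no MHC sum passed its exact permutation test under any of these. Of 2817 alternative values for 178 fold changes of named contigs, 2696 kept direction and side of the threshold, 74 passed the threshold in addition, 21 no longer passed and 26 turned, where interferon-inducible protein Gig2-like, SW1 vs. FMC went from -1.99 to 0.15 without both fish that stood apart and 0.26 without FMC fish 2, -2.55 to 0.26 over the fits without 1 fish, N-acetylmuramoyl-L-alanine amidase, SW1 vs. FMC went from -1.79 to 0.64 without both fish that stood apart and 0.77 without FMC fish 2, -2.33 to 0.77 over the fits without 1 fish, heat shock cognate 71 kDa protein (O. latipes), SW1 vs. FMC went from -1.68 to 0.20 without both fish that stood apart, immunoglobulin mu heavy chain, SW1 vs. FMC went from -0.048 to 0.28 without FMC fish 3, 0.050 without SW1 fish 2 and 0.059 without SW1 fish 3, -0.25 to 0.28 over the fits without 1 fish, Interferon-induced guanylate-binding protein 1, SW1 vs. FMC went from 0.26 to -0.057 without SW1 fish 2, -0.057 to 0.56 over the fits without 1 fish, Radical S-adenosyl methionine domain-containing protein 2, SW1 vs. FMC went from -0.96 to 0.23 without both fish that stood apart and 0.32 without FMC fish 2, -1.41 to 0.32 over the fits without 1 fish, heat shock cognate 71 kDa protein (S. oedipus), SW1 vs. FMC went from -1.90 to 0.29 without both fish that stood apart, heat shock cognate 71 kDa protein (G. gallus), SW1 vs. FMC went from -1.67 to 0.35 without both fish that stood apart and 0.082 without FMC fish 2, -2.15 to 0.082 over the fits without 1 fish, myxovirus resistance 1 (mx1), SW2 vs. FMC went from 0.18 to -0.12 without FMC fish 3 and -0.22 without SW2 fish 2, -0.22 to 0.80 over the fits without 1 fish, class I A9/A9, SW2 vs. FMC went from -0.096 to 0.21 without both fish that stood apart, 0.21 without FMC fish 2 and 0.41 without SW2 fish 2, -0.61 to 0.41 over the fits without 1 fish, NF-kappa-B inhibitor alpha, SW2 vs. FMC went from -1.71 to 2.32 with limma voom and quality weights, Glutamate dehydrogenase 1, mitochondrial, SW2 vs. FMC went from 1.08 to -0.19 with limma voom and quality weights, CD209 antigen-like protein A, SW2 vs. FMC went from 0.13 to -0.13 without SW2 fish 3, -0.13 to 0.31 over the fits without 1 fish, cytokine-inducible SH2-containing protein, SW2 vs. FMC went from -1.89 to 0.23 without both fish that stood apart and 0.23 without FMC fish 2, -2.42 to 0.23 over the fits without 1 fish and another contig of cytokine-inducible SH2-containing protein, SW2 vs. FMC went from -2.13 to 0.35 without both fish that stood apart and 0.35 without FMC fish 2, -2.72 to 0.35 over the fits without 1 fish. Where leaving out fish left a diet with 3 counts or fewer in total, as for NF-kappa-B inhibitor alpha without FMC fish 2, no fold change is given. The cause was not tested. Counts recovered from normalized values and other pseudocounts for limma were not run, since the tables hold counts and limma was not the main test. At this depth, contigs near the filter of 10 counts can only show large changes.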

Differences from the paper's values

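The comparison without FMC fish 2 and SW1 fish 1 was chosen after the result was seen, and the other alternatives before the data were examined. The paper states that DESeq corrects for false positives, and its counts are met in the authors' deposited tables at an adjusted p under 0.05 on the NCBI reference and at an unadjusted p under 0.05 on the de novo reference, except for SW2 vs. FMC on the latter, where the deposited table gives 4345 contigs (2860 lower) and the paper 4350 (2865 lower).

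On the NCBI reference the paper's number of contigs for SW1 vs. FMC is 144 (74 higher, 70 lower), and here 0 (0 higher, 0 lower) passed an adjusted p under 0.05 in edgeR, with 413 at an unadjusted p under 0.05. For SW2 vs. FMC the paper's numbers are 136 higher and 110 lower contigs, and here 0 and 0 passed, with 1285 at an unadjusted p under 0.05. With the authors' p-values over the contigs tested here, adjusted over those, the counts were 150 (77 higher, 73 lower) and 261 (139 higher, 122 lower), within 1.5 times the paper's. At an unadjusted p under 0.01 edgeR gave 95 (60 higher, 35 lower) and 225 (114 higher, 111 lower), of which both directions for SW2 vs. FMC and the higher contigs for SW1 vs. FMC lie within 1.5 times the paper's, at another threshold. The other scalings, filters, tools and fits, the block and the fits without 1 fish gave 0 to 32 and 0 to 28 contigs at an adjusted p under 0.05, none within 1.5 times the paper's counts, and an unadjusted p under 0.05 gave more than the paper's in both. DESeq2 called 32 and 28 contigs, 32 and 25 of them among the 144 and 246 of the authors' deposited tables. In both comparisons together, the paper's number is 54 contigs, and here 0 passed an adjusted p under 0.05 in both, 112 an unadjusted p under 0.05 and 25 one under 0.01.

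On the de novo reference the paper's number of lower contigs for SW1 vs. FMC is 859, and here 568 had an unadjusted p under 0.05. The authors' p-values over the contigs tested here gave 859, all 9 libraries in 1 fit 877 and leaving out FMC fish 1, 2 or 3 1120, 855 or 742, all within 1.5 times the paper's, and the other alternatives lay outside. The paper's number of contigs at p under 0.01 is 736 for SW1 vs. FMC and 1703 for SW2 vs. FMC, and here there were 268 and 1042. The authors' p-values over the contigs tested here gave 737 and 1700, and for SW2 vs. FMC leaving out FMC fish 1 or 2 gave 2441 and 2003, within 1.5 times the paper's, while the other alternatives gave counts outside that range. Without both fish that stood apart, an alternative chosen after seeing the values, the counts were 952 and 2003, within 1.5 times the paper's, and 448 of the 737 and 983 of the 1703 contigs of the authors' deposited tables were not among them. The paper's number of contigs common to both diets is 224 after cleaning, and here 54 had an unadjusted p under 0.01 in both comparisons and 438 one under 0.05, neither within 1.5 times the paper's. The cleaning of this list was not repeated here.

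Fold changes of the contigs that the paper names were set beside ratios of mean normalized counts for 260 values, and 258 lay within 10% of the paper's. UBA*0501 under SW2 is 0.131 in the paper and 1.31 here, and the paper's value equals the one it gives for SW1. VCAM1 matched to Canis familiaris is 2.22 under SW1 in the paper and 1.82 here.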

Other observations

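The tests of explanations and the splits of the fish in this part were chosen after the result was seen, except the test of contigs that turn on or off along whole diet groups. Genes that glucocorticoids induce stood among the contigs with the smallest p-values in both seaweed diets, a group that the paper does not discuss. The 5 contigs of FKBP5, a co-chaperone of the glucocorticoid receptor whose fragments can stand as several contigs, had log2 fold changes of 1.65 to 1.98 in SW1 vs. FMC and 1.56 to 2.31 in SW2 vs. FMC. KLF9, a transcription factor induced by glucocorticoids, had 1.56 (SE 0.397) in SW1 vs. FMC, and 2 contigs of SGK1, a kinase of salt transport, had 1.22 (SE 0.338) and 1.38 (SE 0.325) in SW2 vs. FMC. A contig of TSC22 domain family protein 3 (GILZ), a mediator of the anti-inflammatory effect of glucocorticoids, had 1.31 (SE 0.494) in SW1 and 0.52 (SE 0.383) in SW2. Of the 81 contigs of the glucocorticoid list on the de novo reference, 4 of them named by the study, 7 passed when adjusted over the list alone in SW1 vs. FMC and 7 in SW2 vs. FMC, all higher. In each diet 5 of the 7 were the FKBP5 contigs. The others were KLF9 and DDIT4 in SW1 vs. FMC and the 2 SGK1 contigs in SW2 vs. FMC. FKBP5 was thus the only gene that passed in both. As a list, the adjusted p of the 81 contigs from camera was 0.0821 and 0.176 (39 and 43 of 81 above 0), with a median of -0.07 and a mean of 0.13 in SW1 vs. FMC, which differ in sign, and a median of 0.06 in SW2 vs. FMC. On the NCBI reference the list was higher in both seaweeds vs. FMC (3 of 5 above 0, median 0.61, adjusted p = 0.0342 from camera, adjusted p = 0.547 with an estimated correlation), a call lost without FMC fish 1 (adjusted p = 0.39), without FMC fish 3 (adjusted p = 0.239), without SW1 fish 1 (adjusted p = 0.169), without SW2 fish 1 (adjusted p = 0.0685) and without SW2 fish 2 (adjusted p = 0.0567). KLF9, the SGK1 contigs and 1 of the FKBP5 contigs are outside the rule for named contigs and were chosen after their values were seen.

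Of the 74 clock contigs of the de novo reference, 9 had an unadjusted p under 0.05 in SW1 vs. FMC, all higher, and 10 in SW2 vs. FMC (8 higher, 2 lower). Adjusted over the list alone 0 and 0 passed in edgeR, against 4 in both seaweeds vs. FMC, 2 contigs each of NR1D2 and cryptochrome-1. NR1D2, a repressor that links the clock to metabolism, had 2.40 (SE 0.634) in SW1 and 2.37 (SE 0.66) in SW2 in a second contig, cryptochrome-1, a repressor of the clock, 1.57 (SE 0.462) in SW1 and 1.34 (SE 0.363) in SW2, and hepatic leukemia factor, a transcription factor under clock control, 1.33 (SE 0.413) in SW1 and 0.97 (SE 0.303) in SW2. The time of day at which each diet was sampled is not given in the sources used here. Of the gene lists not described so far, none passed an adjusted p under 0.05 from camera on the de novo reference in SW1 vs. FMC or SW2 vs. FMC. They are neutrophil granules (29 of 43 above 0 in SW1 and 25 of 43 in SW2, medians 0.09 and 0.10, adjusted p = 0.314 and adjusted p = 0.233, 3 named by the study), thrombocytes (35 of 68 above 0 in SW1 and 42 of 68 in SW2, medians 0.01 and 0.15, adjusted p = 0.879 and adjusted p = 0.0514, 4 named by the study), kidney tubule and glomerulus (21 of 47 above 0 in SW1 and 26 of 47 in SW2, medians -0.06 and 0.05, adjusted p = 0.314 and adjusted p = 0.411, 0 named by the study) and glycolysis and hypoxia (90 of 171 above 0 in SW1 and 96 of 171 in SW2, medians 0.03 and 0.16, adjusted p = 0.571 and adjusted p = 0.109, 8 named by the study). The others are mitochondrial transcripts (36 of 53 above 0 in SW1 and 27 of 53 in SW2, medians 0.04 and 0.01, adjusted p = 0.885 and adjusted p = 0.75, 0 named by the study), ribosomal proteins (173 of 284 above 0 in SW1 and 132 of 284 in SW2, medians 0.05 and -0.02, adjusted p = 0.885 and adjusted p = 0.413, 0 named by the study), transposon and retrovirus sequences (74 of 146 above 0 in SW1 and 86 of 146 in SW2, medians 0.01 and 0.08, adjusted p = 0.976 and adjusted p = 0.31, 0 named by the study) and chromaffin cells (3 of 7 above 0 in SW1 and 4 of 8 in SW2, medians -0.06 and 0.41, adjusted p = 0.918 and adjusted p = 0.318, 0 named by the study). For thrombocytes in SW1 the test ran lower while the median lay above 0, and for mitochondrial transcripts in SW2 the mean of -0.11 and the test ran lower while the median lay above 0. Among the contigs at an unadjusted p under 0.05 in SW2 vs. FMC were matrix metalloproteinase-9, a protease of neutrophil granules, at 1.19 (SE 0.452), myeloperoxidase at -1.74 (SE 0.585) and platelet glycoprotein IX at -1.22 (SE 0.542). At this p, 6 contigs of neutrophil granules were higher and 1 lower, and 9 contigs of thrombocytes were higher and 3 lower. Adjusted over the list alone, 1 contig of these lists was called, cytochrome b-c1 complex subunit 7 at -3.56 (SE 0.741) in SW2 vs. FMC, which the nuclear genome encodes.

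Contigs read in some fish and close to 0 in the others numbered 107 on the NCBI and 96 on the de novo reference (each fish with at least 30 or at most 3 counts). If a diet switched such contigs on or off in all its fish, they would follow whole diet groups, and 0 did on either reference. This holds for these contigs only. Contigs with a fish between the 2 cut-offs are left out, as is sorting nexin-18, which was higher in all 3 SW1 fish than in all other fish. The number of 0 thus cannot decide whether a diet switches contigs. All 280 of the 280 ways to part the fish into 3 groups of 3 reach a number of 0 by its nature, and the highest other numbers were 4 on the NCBI and 3 on the de novo reference, so the other ways add nothing to this. Alleles carried by some fish could account for the MHC contigs, since reads would then move between contigs and leave the sum even. For class II on the NCBI reference the summed share was as even in 2.6% of 10000 shuffles, against 32.4% for class I. It was 98.9% for class II on the de novo reference, whose 16 class II contigs hold 0 that turn on and off. The class II sum on the NCBI reference was less uneven than in most shuffles but not even. Its highest fish had 3.54 times the lowest, against 3.05 times for class I and 1.67 times for class II on the de novo reference. A diet that turns contigs on in only some of its fish stays open, as 39 such contigs of the de novo reference were off in all 3 FMC fish, a number that 9 of the 84 sets of 3 fish reach (highest other 44), and the genotypes of the fish are not given.

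FMC fish 2 and SW1 fish 1 stood apart from the other 7 fish, both lowest of the 9 in 61.3% of the proteasome, 65.3% of the cell cycle and 48.8% of the chaperone contigs of the de novo reference, against 16.2% of all contigs and 2.78% by chance. The library totals argue against depth as the cause, since FMC fish 2 had the lowest total and SW1 fish 1 the highest, 1.48 times as large. Hemoglobin took 2.63% and 0.711% of the counts of these 2 fish, the 2 highest shares of the 9, and both fish were highest in 24.1% of the red blood cell contigs against 9.22% of all contigs (33.3% against 10.4% on the NCBI reference), so they held more red blood cell transcripts. An even dilution of all other contigs by red blood cells is argued against as the whole cause, although the lists that fell were picked for being low in these fish. A share of blood that does not dilute all other contigs alike was not tested and stays open. The median of the proteasome, cell cycle and chaperone lists less that of the macrophage, neutrophil and T cell lists was -0.63 in FMC fish 2 and -0.89 in SW1 fish 1, against -0.084 to 0.64 in the other 7 fish (SD 0.232). A weaker response to LPS could make these fish lowest in the acute inflammation and chemokine lists. Neither fish was among the 2 lowest in the median level of either list. This cannot decide on such a response, which stays open. No fish without the injection is among the samples, and all fish were sampled at a single time after it. The level of a list therefore does not measure how strongly a fish responded to LPS. Single contigs of both lists also went both ways. Both fish were lowest in 16.2% of the acute inflammation contigs, the same share as over all contigs, and highest in 8.11%, and they were lowest in 13.8% and highest in 17.2% of the chemokine contigs. In the median level of the chemokine list SW1 fish 1 (log2 deviation 0.24) was the highest of the 9 fish and FMC fish 2 (0.11) lay above 6 of the others, and in that of the acute inflammation list neither was among the 2 lowest. No sequencing batch is given, and diet was not tested as an explanation since the fish are from 2 diets.

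The steroid synthesis list was higher with SW2, and a larger share of interrenal tissue in the samples or an effect of the diet on this tissue could account for it. The chromaffin list, cells that lie within the interrenal tissue, had a median log2 fold change of 0.41 in SW2 vs. FMC, with 4 of 8 contigs above 0, among them phenylethanolamine N-methyltransferase, the enzyme that makes adrenaline, at 1.30 (SE 0.5) and tyrosine 3-monooxygenase, the first enzyme of this pathway, at 2.36 (SE 0.805). Over its 5 contigs with at least 10 counts in 3 libraries the median was -0.11, and both contigs of the list on the NCBI reference lay below 0 (median -1.06). For the diet, an SW2 fish had the higher median level of the steroid list in 8 of the 9 pairs of an SW2 and an FMC fish, since FMC fish 2 (log2 deviation 0.27) lay above SW2 fish 2 (-0.04). Which of these accounts for the list cannot be told apart, because tissue share was not measured and the chromaffin list has few members, some of them not markers of these cells.

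Other splits of the fish into groups of the same sizes were fitted in the same way, 10 for each pair of diets, too few for a share under 5%, and for both seaweeds vs. FMC 84 on the NCBI reference and 60 drawn on the de novo reference. For each, the number of splits with a result as large is given with the real value and the highest of the other splits. For contigs at an adjusted p under 0.05 on the NCBI reference, these were 10 of 10 (0, highest other 3) for SW1 vs. FMC, 10 of 10 (0, highest other 3) for SW2 vs. FMC, 10 of 10 (0, highest other 3) for SW2 vs. SW1 and 84 of 84 (0, highest other 5) for both seaweeds vs. FMC. On the de novo reference they were 10 of 10 (0, highest other 9) for SW2 vs. FMC and 60 of 60 (0, highest other 1273) for both seaweeds vs. FMC, beside the values given for contig 45761. For contigs at an unadjusted p under 0.05, they were 8 of 10 (413, highest other 2662), 3 of 10 (1285, highest other 2189), 1 of 10 (1341, highest other 1309) and 56 of 84 (695, highest other 4590) on the NCBI reference and 8 of 10 (1469, highest other 10348), 3 of 10 (5255, highest other 9117), 2 of 10 (5079, highest other 5160) and 38 of 60 (2639, highest other 16972) on the de novo reference, in the same order. For gene lists called, they were 8 of 10 (3, highest other 12), 8 of 10 (4, highest other 7), 10 of 10 (2, highest other 8) and 4 of 84 (11, highest other 13) on the NCBI reference and 8 of 10 (4, highest other 12), 3 of 10 (9, highest other 12), 10 of 10 (3, highest other 12) and 38 of 60 (5, highest other 16) on the de novo reference. Of the 6 results of both seaweeds vs. FMC, where the fish entered as 2 groups, the share was under 5% for 1, the gene lists on the NCBI reference. As 6 were examined, as 38 of 60 splits gave as many lists on the de novo reference and as camera with an estimated correlation called 0 lists, chance is not excluded for any of them. The splits with several times the real count point to a structure of the samples, and the highest for both seaweeds vs. FMC on the NCBI reference parts FMC fish 2, SW1 fish 1 and SW2 fish 3 from the other 6 fish.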
